# *aristaless-like homeobox-3* is wound induced and promotes a low-Wnt environment required for planarian head regeneration

**DOI:** 10.1242/dev.201777

**Published:** 2023-09-25

**Authors:** Zaleena Akheralie, Tanner J. Scidmore, Bret J. Pearson

**Keywords:** Adult stem cells, Anterior regeneration, Patterning, Planarians, Wound response, Alx-3

## Abstract

The planarian *Schmidtea mediterranea* is a well-established model of adult regeneration, which is dependent on a large population of adult stem cells called neoblasts. Upon amputation, planarians undergo transcriptional wounding programs and coordinated stem cell proliferation to give rise to missing tissues. Interestingly, the Wnt signaling pathway is key to guiding what tissues are regenerated, yet less known are the transcriptional regulators that ensure proper activation and timing of signaling pathway components. Here, we have identified an aristaless-like homeobox transcription factor, *alx-3*, that is enriched in a population of putative neural-fated progenitor cells at homeostasis, and is also upregulated in stem cells and muscle cells at anterior-facing wounds upon amputation. Knockdown of *alx-3* results in failure of head regeneration and patterning defects in amputated tail fragments. *alx-3* is required for the expression of several early wound-induced genes, including the Wnt inhibitor *notum*, which is required to establish anterior polarity during regeneration. Together, these findings reveal a role for *alx-3* as an early wound-response transcriptional regulator in both muscle cells and stem cells that is required for anterior regeneration by promoting a low-Wnt environment.

## INTRODUCTION

Adult multi-tissue regeneration requires the simultaneous integration of wound signals, proliferation and patterning of new tissues as they are made (Tanaka and Reddien, 2011). Tissue-resident adult stem cells (ASCs) often have the capacity to respond to wound signals and drive the compensatory proliferation that is required to remake missing tissues (Pearson and Alvarado, 2008). In addition, signaling pathways that function in specifying position and polarity in the developing embryo are often reactivated during regeneration (Gurley et al., 2010). Decades of work have gone into describing the cascades of wound responses, proliferative pathways of ASCs, and how patterning is required during various regenerative contexts, yet it is not always clear how these processes are integrated to ensure successful regeneration. In order to understand the mechanisms of adult tissue regeneration, a model system with this biological capability can yield valuable insights.

The asexual freshwater planarian *Schmidtea mediterranea* (*S. med.*) is a constitutive adult, capable of regenerating all organs after injury (Reddien and Alvarado, 2004). The remarkable regenerative abilities of planarians are reliant on a large population of cycling ASCs – called neoblasts – that constitute ∼20% of all somatic cells, some of which are pluripotent (Aboobaker, 2011; Wagner et al., 2011). Neoblasts are the only known dividing cells, are broadly distributed throughout the parenchyma and express the *piwi* homolog *smedwi-1* (hereafter referred to as *piwi-1*) (Reddien et al., 2005). Although neoblasts are molecularly heterogeneous, they are also extremely plastic in their cell fates, e.g. posteriorly located neoblasts in the tail can remake all anterior structures after amputation (Scimone et al., 2014; van Wolfswinkel et al., 2014). Thus, immense effort has been put forth on understanding the spatial patterning of both new and existing tissues during the regeneration process.

In planarians, positional control genes (PCGs) are expressed in muscle cells where they control regional identity and are required for regeneration (Witchley et al., 2013). Perhaps the most important PCG pathway in planarian is Wnt/β-catenin signaling along the anterior-posterior (AP) axis, which is required not only to maintain tissue identity as cells turnover during homeostasis but it is also the key pathway for making the polarity decision of whether a wound is anterior or posterior facing (Reddien, 2011; Sureda-Gómez et al., 2016). At homeostasis, *wnt1* is expressed at the posterior midline (posterior pole), whereas *notum*, a secreted Wnt inhibitor, is expressed at the anterior midline (anterior pole) (Petersen and Reddien, 2008, 2009a, 2011). Upon transverse injury, rapid changes in gene expression in stem cells and differentiated cells initiate regeneration (Wenemoser et al., 2012). Within 6-24 h post-amputation (HPA), the Wnt ligand *wnt1* is expressed in subepidermal cells at both anterior-facing and posterior-facing wound edges (Petersen and Reddien, 2009b), whereas *notum* is asymmetrically expressed at anterior-facing wounds (Petersen and Reddien, 2011). Sustained *wnt1* expression at posterior-facing wounds promotes tail regeneration, whereas the *notum*-dependent low-Wnt environment at anterior-facing wounds stimulates head regeneration. After wound-induced *notum* expression, a stem cell-derived population of *notum*^+^ muscle cells localizes at the anterior midline by ∼72 HPA and anterior polarity is restored (Scimone et al., 2017; Witchley et al., 2013). Disruption of Wnt signaling by RNAi of *β-catenin* can transform injury sites into ectopic heads, whereas increasing Wnt signaling with RNAi of the negative Wnt regulator *APC* will transform injury sites into ectopic tails (Gurley et al., 2008; Petersen and Reddien, 2008).

Parallel to wound patterning by PCGs, injury causes specific cascades of wound-induced gene expression, and in turn, stem cells exhibit a well characterized mitotic response to amputation (Wenemoser and Reddien, 2010; Wenemoser et al., 2012; Wurtzel et al., 2015). Interestingly, stem cells throughout the body express Wnt signal transduction effectors, including all nine planarian *frizzled* receptors (Currie et al., 2016; Molinaro and Pearson, 2016; Wurtzel et al., 2015). The sum total of these wound programs drives neoblasts to remake new tissue of the appropriate cell types. However, this raises an intriguing question: how are wound-induced programs, positional identity programs and neoblast proliferation programs integrated to ensure proper regeneration of specific structures?

In the current study, we report a role for the *aristaless-like homeobox-3* transcription factor, *alx-3*, in regulating anterior regeneration through the activation of wound-induced gene expression programs and the stem cell proliferative response. *alx-3* was initially identified as a transcription factor enriched in a population of putative neural-fated neoblasts at homeostasis (Molinaro and Pearson, 2016). We find that, in uninjured animals, *alx-3* is necessary for the maintenance of specific neuronal subtypes, including dopaminergic and GABAergic neurons, as well as for regulating brain size in proportion to body size. Surprisingly, we find that *alx-3* expression is injury induced in neoblasts and muscle cells at anterior-facing wounds by 24 HPA. Animals where *alx-3* has been knocked down by RNAi exhibit loss of anterior blastema formation and head regeneration in tail fragments. Interestingly, under conditions where the AP axis is not disrupted, *alx-3(RNAi)* animals are able to regenerate anterior tissues laterally. To explain the headless phenotype in *alx-3(RNAi)* tails, we find that *alx-3* is required for anterior *notum* expression after 6 HPA and *alx-3* expression itself is negatively regulated by Wnt signaling in a feedback loop. We conclude that *alx-3* plays an essential role in integrating wound signals and executing specific responses from anterior-localized stem cells, which subsequently primes the region for neurogenesis and successful head regeneration.

## RESULTS

### *alx-3* is expressed in putative neural-fated progenitor cells and differentiated neural cells at homeostasis

The *aristaless-like homeobox* transcription factor *alx-3* was initially identified in a single-cell transcriptomics study aimed at determining genes enriched in a putative population of neural-fated stem/progenitor cells in the homeostatic planarian head (Molinaro and Pearson, 2016). In this study, 96 single stem cells were isolated from the head region of the animal and were transcriptionally profiled. Interestingly, a gene signature was found that had stem cell gene expression, but also expressed known neural genes, which we termed nu (ν)-neoblasts (Molinaro and Pearson, 2016). From this, we identified six transcription factors enriched in the population of ν-neoblasts, of which *alx-3* was a marker, but not yet functionally examined.

We first determined the wild-type homeostatic expression of *alx-3* using whole-mount *in situ* hybridization and observed that *alx-3* displayed strong expression in the brain along with dispersed body-wide expression (Molinaro and Pearson, 2016) (Fig. 1A). Published atlases of single-cell RNA-sequencing (scRNAseq) data reveal that *alx-3* is detected in three main cell lineages: a subset of *piwi-1^+^* stem cells; most neural cell clusters; and muscle cells (Fincher et al., 2018; Plass et al., 2018) (Fig. 1B). Further analysis of the *alx-3* and *piwi-1* co-expressing cells showed that they were annotated as ‘neural’ (Neural cluster 1), suggesting that this may be the ν-neoblast neural progenitor population (Fig. 1C). Previous bulk RNAseq data from cell populations on a flow cytometer showed expression for *alx-3* was enriched in the ‘X2’ gate, which is associated with a mix of differentiating progenitor cells and G0/G1 neoblasts (Fig. 1D) (Hayashi et al., 2006; Labbé et al., 2012; Zhu et al., 2015). Double fluorescence *in situ* hybridization of *alx-3* and *piwi-1* validated co-expression of *alx-3* in stem cells adjacent to the brain lobes at homeostasis (11±6.8% of *piwi-1*+ cells had detectable *alx-3*) (Fig. 1E).

**Fig. 1.**
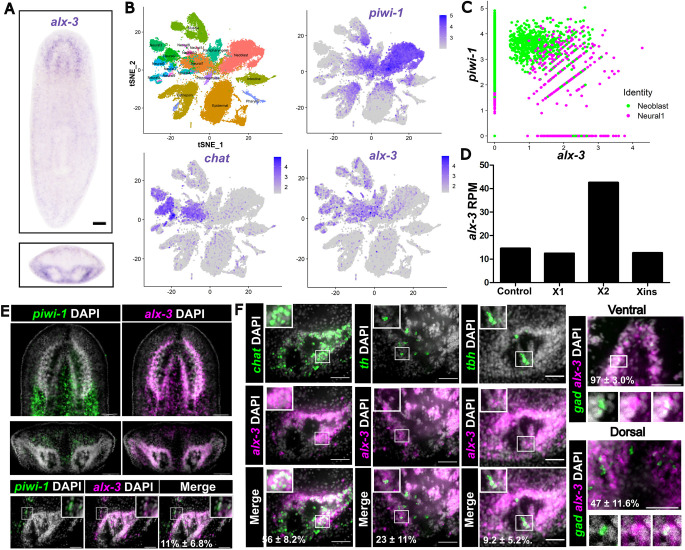
***alx-3* is a homeobox transcription factor expressed in putative neural-fated *piwi-1*^+^ cells and differentiated neural cell types at homeostasis.** (A) Whole-mount *in situ* hybridization of *alx-3* expression in a wild-type planarian imaged ventrally and cross-section through the brain. Scale bar: 100 µm. (B) tSNE representation of single-cell RNA sequencing of whole worms and clusters annotated by known cell types. Detected expression of individual genes is shown as a heatmap with gene levels in purple. Generated using data from Fincher et al. (2018). (C) Co-expression plot of *alx-3* and *piwi-1* expression from previously published single-cell RNA-sequencing data. Green dots are in the annotated neoblast cluster; magenta represents the annotated neural lineage clusters. Generated using data from Fincher et al. (2018). (D) Bar graph of *alx-3* expression in published bulk RNAseq from: whole-animal (control); FACS isolated neoblasts (X1) and progeny cells (X2); and whole-irradiated animals (Xins). (E) Fluorescence *in situ* hybridization showing *alx-3* expression with *piwi-1* (stem cells) in whole animal (top) and cross-sections through the brain (bottom). Scale bars: 100 µm. (F) Fluorescence *in situ* hybridization of brain lobe cross-sections showing *alx-3* expression with neuronal markers, including *chat* (cholinergic neurons), *th* (dopaminergic neurons), *tbh* (octopaminergic neurons) and *gad* (GABAergic neurons). Scale bars: 100 µm.

To characterize the differentiated neuronal cell types that co-expressed *alx-3*, double fluorescence *in situ* hybridization (dFISH) was performed using neuronal subtype markers at homeostasis. Cholinergic neurons, labeled by the expression of the gene *choline acetyltransferase* (*chat*), are abundant in the planarian brain and a substantial proportion of cholinergic neurons expressed *alx-3* (56±8.2%) (Fig. 1F). Dopaminergic neurons marked by the expression of the gene *tyrosine hydroxylase* (*th*) are located medially with respect to the brain lobes and a smaller proportion of dopaminergic neurons were found to co-express *alx-3* (23±11%). Octopaminergic neurons, marked by the expression of the gene *tyrosine beta-hydroxylase* (*tbh*) are located within the medial region of the brain and only a small proportion of octopaminergic neurons co-expressed *alx-3* (9.2±5.2%). GABAergic neurons, labeled by the expression of *glutamic acid decarboxylase* (*gad*), are present in two spatially distinct populations: one located more ventro-medially (VM) and the other located dorso-laterally (DL) (Nishimura et al., 2008). Within the VM subgroup, virtually all GABAergic neurons co-expressed *alx-3* (97±3.0%), whereas roughly half of the DL subgroup co-expressed *alx-3* (47±12%). As many cholinergic neurons are also located in the peripheral nervous system, we determined that peripheral *alx-3*^+^ cells also co-expressed *chat* and overlapped with immunostaining of the axonal marker 1H6 (Fig. S1) (Ross et al., 2015). In total, the expression data demonstrate that *alx-3* is expressed in heterogenous population of neural subtypes in the brain, as well as a subset of *piwi-1*^+^ cells.

### *alx-3* is required for the maintenance *gad^+^* and *th^+^* neuronal subtypes at homeostasis

To determine the functional role of *alx-3*, we assessed changes to brain morphology and neuronal populations in uninjured animals. The effect of *alx-3* knockdown on brain size and morphology was determined using DAPI staining and measuring brain length with normalization to the length of each individual animal. Although *alx-3(RNAi)* animals were generally larger in size after nine RNAi feeds, the ratio of brain length to body length was smaller compared with control animals, indicating a significant reduction in overall brain size (Fig. 2A). To determine whether reduced brain size was a result of dysregulated cell proliferation, immunostaining with anti-phosphohistone H3 (H3P) was performed in uninjured animals, labelling cells in the G2/M phase of the cell cycle. H3P staining showed no significant difference in cell proliferation levels between the *control* and *alx-3* knockdown animals (Fig. 2B). To further support this finding, homeostatic worms were fed the thymidine analogue bromodeoxyuridine (BrdU) and fixed after a 7-day chase period. To determine whether BrdU was actively incorporated into new cells in the brain lobes, BrdU^+^ cells were quantified within the region of the brain lobes defined by the expression of the neural marker *chat*, revealing no significant difference in BrdU incorporation between *alx-3* knockdown and control animals during the 7 days examined (Fig. 2C).

**Fig. 2.**
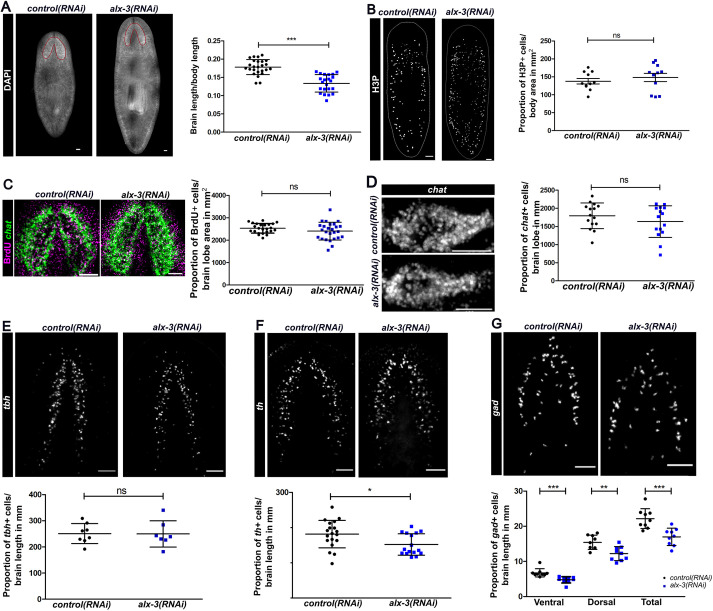
***alx-3* is required for the maintenance of *gad^+^* and *th^+^* neuronal subtypes at homeostasis.** (A) DAPI staining of whole *control(RNAi)* and *alx-3(RNAi)* animals imaged ventrally. Red line outlines the brain lobes. Quantification of length of brain lobe normalized to length of body. Data are mean±s.d., ***P<0.001. Scale bars: 100 µm. (B) Immunostaining of α-H3P in whole *control(RNAi)* and *alx-3(RNAi)* animals imaged ventrally. Quantification of the proportion of α-H3P^+^ cells normalized to the area of the animal. Data are mean±s.d. Scale bars: 100 µm. (C) Immunostaining of BrdU with fluorescence *in situ* hybridization for *chat* in *control(RNAi)* and *alx-3(RNAi)* planarians following a BrdU pulse and 7-day chase period. Quantification of the proportion of BrdU^+^ cells within the brain lobes (area outlined by *chat* expression). Data are mean±s.d. Scale bars: 100 µm. (D) Fluorescence *in situ* hybridization of *chat* expression in *control(RNAi)* and *alx-3(RNAi)* animals. Worms were cross-sectioned through the brain. Quantification of the proportion of *chat^+^* cells in one brain lobe normalized to the length of the brain lobe. Data are mean±s.d. Scale bars: 100 µm. (E) Fluorescence *in situ* hybridization of *tbh* expression in *control(RNAi)* and *alx-3(RNAi)* animals. Worms were cross-sectioned through the brain. Quantification of the proportion of *tbh^+^* cells in one brain lobe normalized to the length of the brain lobe. Data are mean±s.d. Scale bars: 100 µm. (F) Fluorescence *in situ* hybridization of *th* expression in *control(RNAi)* and *alx-3(RNAi)* animals. Worms were cross-sectioned through the brain. Quantification of the proportion of *th^+^* cells in one brain lobe normalized to the length of the brain lobe. Data are mean±s.d., *P<0.05. Scale bars: 100 µm. (G) Fluorescence *in situ* hybridization of *gad* expression in *control(RNAi)* and *alx-3(RNAi)* animals. Worms were cross-sectioned through the brain. Quantification of the proportion of *gad^+^* cells in one brain lobe normalized to the length of the brain lobe. Data are mean±s.d., **P<0.01, ***P<0.001. Scale bars: 100 µm.

As *alx-3* was expressed in several neuronal populations at homeostasis, expression of each neuronal marker was assessed under *alx-3* knockdown conditions without injury. There was no substantial effect on the proportion of *chat^+^* or *tbh^+^* neuronal populations when *alx-3* expression was inhibited (Fig. 2D,E). However, *alx-3(RNAi)* animals had significantly fewer dopaminergic neurons labelled by the expression of *th*, as well as fewer GABAergic neurons labelled by the expression of *gad*, observed in both VM and DL subpopulations (Fig. 2F,G). Together, these results reveal that although *alx-3* is not required to maintain overall cell proliferation and overall neural differentiation at homeostasis, it is required to maintain appropriate brain size and number of *gad^+^* and *th^+^* neurons in uninjured animals.

### *alx-3* is expressed in stem cells at anterior-facing wounds

To determine the expression pattern of *alx-3* during regeneration, a regeneration assay was performed in which animals were amputated anterior and posterior to the pharynx, and each remaining fragment was allowed to regenerate for 0.5, 6, 24, 48 or 72 h. Whole-mount *in situ* hybridization of *alx-3* revealed that *alx-3* was detected by 24 HPA with much higher expression at anterior-facing wounds (Fig. 3A). To assess whether wound-induced *alx-3* expression was in stem cells, FISH of *alx-3* and immunostaining of PIWI-1 (using anti-PIWI-1 antibody, a kind gift from Dr Jochen Rink, Max Planck Institute for Multidisciplinary Sciences, Germany) was performed. Interestingly, *alx-3* was detected in PIWI-1^+^ cells near the anterior wound edge (Fig. 3B). To further support this finding, an irradiation assay was performed to ablate stem cells. Whole animals were lethally irradiated and amputated posterior to the pharynx at 48 h post-irradiation, tail fragments were then stained for *alx-3* expression at 48 HPA. This assay revealed that wound-induced *alx-3* expression was also ablated in the absence of stem cells (Fig. 3C). Together, these results demonstrate that *alx-3* expression is induced by injury in stem cells, primarily at anterior-facing wounds.

**Fig. 3.**
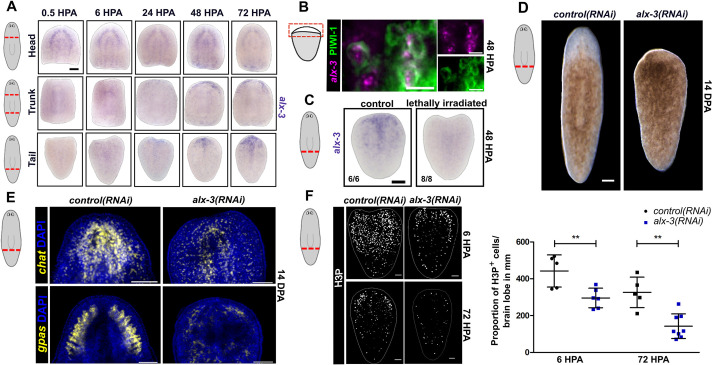
***alx-3* is expressed in stem cells at anterior-facing wounds and is required for anterior regeneration or tail fragments.** (A) Whole-mount *in situ* hybridization of *alx-3* expression in animals amputated anterior and posterior to the pharynx, and regenerated for 0.5, 6, 24, 48 and 72 HPA. Scale bar: 100 µm. (B) Double fluorescence *in situ* hybridization of *alx-3* expression and immunostaining for α-PIWI-1 in amputated tail fragments at anterior-facing wound sites at 48 HPA. Scale bars: 100 µm. (C) Whole-mount *in situ* hybridization of *alx-3* expression in control and lethally irradiated animals that were amputated post-pharynx at 48 h post-irradiation and stained at 48 HPA. Scale bar: 100 µm. (D) Live images of *control(RNAi)* and *alx-3(RNAi)* planarians after post-pharyngeal transverse amputation and regeneration for 14 days. Scale bar: 100 µm. (E) Fluorescence *in situ* hybridization of *chat* or *gpas* and DAPI staining in *control(RNAi)* and *alx-3(RNAi)* animals after post-pharyngeal transverse amputation and regeneration for 14 days. Scale bars: 100 µm. (F) Immunostaining of α-H3P in *control(RNAi)* and *alx-3(RNAi)* animals after post-pharyngeal transverse amputation and regeneration for 6 and 72 h, imaged ventrally. Quantification of the proportion of α-H3P^+^ cells normalized to length of the tail fragment. Data are mean±s.d., **P<0.01. Scale bars: 100 µm.

### *alx-3* is required for anterior regeneration in tail fragments

*alx-3* expression is induced in stem cells after injury, thus we next explored the role of *alx-3* during regeneration. After *alx-3* RNAi, animals were amputated anterior and posterior to the pharynx, and each fragment allowed to regenerate for 14 days. Knockdown of *alx-3* expression produced a noticeable phenotype where tail fragments fail to regenerate an anterior blastema and head (44% of tail fragments) (Fig. 3D). Trunk fragments, however, were consistently capable of head regeneration (Fig. S2), which is reminiscent of animals with knockdown of *follistatin* (Tewari et al., 2018). Owing to the similarity in the *alx-3(RNAi)* and *follistatin(RNAi)* phenotype, we assessed whether *follistatin* expression was impacted by *alx-3(RNAi).* Although we observed a significant reduction in the number of *follistatin^+^* cells at 48 HPA in *alx-3(RNAi)* tail fragments, overall *follistatin* expression was largely intact (Fig. S3)*.*

*alx-3(RNAi)* head and trunk fragments did not exhibit regeneration defects compared with tail fragments, despite similar levels of knockdown (Fig. S4), so we then focused on how head regeneration was disrupted in tail fragments only. Compared with controls, *alx-3(RNAi)* tail fragments that exhibited loss of head regeneration also resulted in loss of brain regeneration, as indicated by the disruption of *chat* and *gpas* fluorescence *in situ* hybridization labelling the brain lobes (Fig. 3E). *alx-3(RNAi)* tail fragments exhibited ventral nerve cords fusing at the anterior midline without regenerating brain tissue proper. As *alx-3(RNAi)* tail fragments do not regenerate a head, we wondered whether they were capable of regenerating other missing tissues. To assess this, we performed whole-mount *in situ* hybridization of the pharynx marker *foxA* (Adler et al., 2014), which revealed that when *alx-3(RNAi)* tail fragments do not regenerate a head; they also do not regenerate a pharynx (Fig. S5).

Failure in regeneration is often associated with abnormal stem cell dynamics, such as defects in cell proliferation or differentiation. To determine whether the loss of anterior regeneration may be due to dysregulated stem cell proliferation in *alx-3(RNAi)* tail fragments, cell proliferation was quantified using H3P. Planarians have two distinct waves of cell proliferation after injury, the first occurs at 6 HPA followed by a second peak at 72 HPA (Baguñà, 1976; Saló and Baguñà, 1984; Wenemoser and Reddien, 2010). Stem cell proliferation was significantly reduced during both mitotic peaks in *alx-3(RNAi)* animals (Fig. 3F). H3P staining of sagittally amputated *alx-3(RNAi)* animals did not result in a significant difference in stem cell proliferation during either mitotic peak. Similarly, the first mitotic peak in *alx-3(RNAi)* animals with incision injuries did not result in reduced stem cell proliferation (Fig. S6). As knockdown of *alx-3* in uninjured animals did not show an appreciable difference in cell proliferation, we conclude that the role of *alx-3* in injury-induced stem cell proliferation is specific to regeneration when the anteroposterior axis is disrupted.

### Failure of anterior regeneration in *alx-3(RNAi)* animals is not due to defects in neurogenesis

To determine whether failure of brain regeneration was a result of defects in neurogenesis in the absence of *alx-3*, the well-established *β-catenin(RNAi)* phenotype was used as it results in the formation of ectopic heads and brain tissue at posterior regions of the animal, even without injury (Gurley et al., 2008, 2010; Petersen and Reddien, 2008, 2009b; Reuter et al., 2015; Witchley et al., 2013). Animals were given a combination of either *control(RNAi)* or *alx-3(RNAi)* for nine feeds, followed by two feeds of either *control(RNAi)* or *β-catenin(RNAi)* (Fig. 4A)*.* After the RNAi knockdown regimen, the formation of ectopic brain tissue was assayed using fluorescence *in situ* hybridization of the neural markers *gpas* and *pc2*. In *β-catenin* and *alx-3* double RNAi conditions, animals were able to generate ectopic neural tissue at posterior regions of the animal, similar to *β-catenin(RNAi)* animals (Fig. 4B). To investigate this result further, brain regeneration after minor injuries was evaluated. An incision or wedge cut-out was made below the right eye of animals without exceeding the midline and regeneration was assessed 7 days post-injury (DPI). *alx-3(RNAi)* animals were able to regenerate brain tissue following either injury type, similar to control animals (Fig. 4C).

**Fig. 4.**
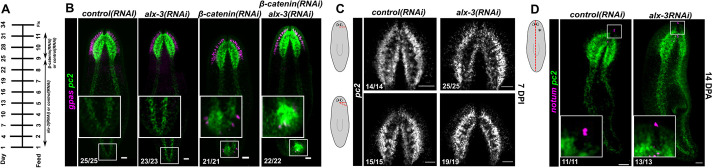
**The defect in anterior regeneration in *alx-3(RNAi)* animals is not due to defects in neurogenesis.** (A) control, *alx-3* and *β-catenin* RNAi regimen used in experiments. (B) Double fluorescence *in situ* hybridization of *gpas* and *pc2* in *control(RNAi)*, *alx-3(RNAi)*, *β-catenin(RNAi)* and double *β-catenin(RNAi)* and *alx-3(RNAi)* whole animals. Insets show tails and ectopic brains. Scale bars: 100 µm. (C) Fluorescence *in situ* hybridization of *pc2* in *control(RNAi)* and *alx-3(RNAi)* animals after incision and wedge-cutout injuries applied below the eye, as shown in the schematic, and regenerated for 7 days. Scale bars: 100 µm. (D) Double fluorescence *in situ* hybridization of *pc2* and *notum* in *control(RNAi)* and *alx-3(RNAi)* animals after sagittal amputation, as shown in the schematic, and regenerated for 14 days. Asterisk indicates the side of animal that is regenerated. Insets show anterior pole expression of *notum*. Scale bars: 100 µm.

Brain regeneration is often contingent on anterior polarity specification after injury, thus performing sagittal amputations, which do not require re-establishment of AP polarity, allows the separation of AP position from brain regeneration. In sagittally amputated animals, fluorescence *in situ* hybridization of *pc2* revealed that the missing brain lobe in *alx-3(RNAi)* animals regenerated similar to *control* animals by 14 DPA (Fig. 4D). Fluorescence *in situ* hybridization of the anterior pole marker *notum* was performed to confirm that the anterior pole and overall AP polarity remained intact following amputation. We conclude from these experiments that *alx-3* is not required for neural regeneration and that defects in neurogenesis do not explain the headless phenotype seen in *alx-3(RNAi)* tail fragments.

### *alx-3* is required for transcriptional injury responses in tail fragments

Planarian regeneration involves several tightly regulated transcriptional wound responses. The earliest wound response to occur in planarians is the transcription of early acting genes in differentiated epidermal and subepidermal cells within 30 min after injury (Wenemoser et al., 2012). These genes are rapidly transcribed as an immediate genomic response to injury and their roles may include wound closure, apoptosis, activation of downstream wound responses and stem cell proliferation (Wenemoser et al., 2012). We reasoned that dysregulated expression of genes involved in characterized wound responses in the absence of *alx-3* expression would provide insight into the functional role of *alx-3*. To this end, we performed RNAseq of *alx-3(RNAi)* or *control(RNAi)* whole-tail fragments at 6, 24 and 72 HPA, and compared differential gene expression between the conditions. 

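The transcript of the homeobox gene *alx-3* was lower in each *alx-3(RNAi)* library than in each *control(RNAi)* library at the 3 time points. At 6 HPA its normalized count (mean ± SD, n = 3 libraries per group) was 821 ± 81.9 in controls and 321 ± 37.4 after RNAi. The corresponding means were 769 ± 108 and 182 ± 10.0 at 24 HPA, and 1041 ± 29.7 and 301.8 ± 55.0 at 72 HPA. Knockdown therefore left 39.2%, 23.7% and 29.0% of the control level. The log2 fold changes in limma were −1.35 (SE 0.115, adjusted p = 7.11e-05), −2.07 (SE 0.107, adjusted p = 1.23e-06) and −1.80 (SE 0.113, adjusted p = 6.84e-08). A two-sided exact permutation test gave p = 0.1 at each time point, the smallest value that 3 against 3 libraries allow. Both groups received 9 feedings, with *GFP* dsRNA as the control. The libraries were read as pairs of 50 bp, and the authors counted reads per transcript and scaled the counts separately at each time point, so the groups were compared within each time point. Summed normalized counts per library (range, median) were 54.2 to 58.5 M (56.6 M) in controls and 60.3 to 65.2 M (61.0 M) in *alx-3(RNAi)* at 6 HPA, 55.0 to 55.3 M (55.1 M) and 56.5 to 61.8 M (57.2 M) at 24 HPA, and 54.5 to 56.8 M (55.2 M) and 60.3 to 67.2 M (64.9 M) at 72 HPA. The paper gives a depth of about 30 M reads per sample, which is another measure. Transcripts with a normalized count of at least 10 in at least 3 of the 6 libraries were tested on log2(count + 1), and a transcript was called at an adjusted p under 0.05 (Benjamini-Hochberg). Of 71232 transcripts in any of the tables, 271 have a gene name in their ID. Statements about named genes cover these and *alx-3*.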

(Fig. 5A). Analysis of RNAseq data between *control(RNAi)* and *alx-3(RNAi)* tail fragments identified several dysregulated wound response genes (Fig. 5B). For example, *fos-1*, *jun-1*, *plasminogen-1* and *hadrian* expression were downregulated at 6 HPA, whereas *delta-1* and *ston* expression were upregulated at 6 HPA in *alx-3(RNAi)* tail fragments. 

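The epidermal progenitor gene *prog-2* rose and the muscle gene *titin* fell in *alx-3(RNAi)* tail fragments. *prog-2* had log2 fold changes of 1.35 (SE 0.152, adjusted p = 0.000781) at 6 HPA, 1.12 (SE 0.137, adjusted p = 0.000974) at 24 HPA and 0.45 (SE 0.120, adjusted p = 0.0214) at 72 HPA. The 72 HPA call ended with each library rescaled to the same total (0.24), with one fit over all 36 libraries and without control replicate 1 (0.45), control replicate 3 (0.40) or *alx-3(RNAi)* replicate 3 (0.39). *titin*, which encodes a giant muscle protein, had log2 fold changes of −1.52 (adjusted p = 0.00467), −1.37 (0.00377) and −1.18 (0.000516) at 6, 24 and 72 HPA. These calls ended with one fit over all 36 libraries, as did that of *rapunzel-1* at 24 HPA. Also among the largest rises at 6 HPA were *prog-1* (0.94, against 0.40 at 24 HPA and 0.25 at 72 HPA), *prog1a* (0.78), the gluconeogenic enzyme gene *pepck* (0.65) and *vim-1* (0.62). At 24 HPA the large rises included *rapunzel-1* (0.88), *activin*, which encodes a TGF-β family ligand (0.80), *ALAS*, an enzyme gene of heme synthesis (0.79), *LOXL2* (0.74), the epidermal gene *AGAT5* (0.69) and *KMO-1* (0.65). At 72 HPA *nhr-2* (1.73), *rapunzel-1* (1.29), *tr5_12233* (1.12), *activin* (1.01) and *lactb* (0.99) were among the largest rises. Each of the genes given here as a large rise lay above all 3 controls in all 3 *alx-3(RNAi)* libraries at that time point, with adjusted p values of 1.00e-06 to 0.00898. *prog-2* (1.74), *prog-1*, *prog1a*, *pepck* and *ALAS* were also called higher in intact animals, so their rise was not confined to amputated animals. The other genes named above were not called there, which does not show that their effect was confined to tails. Among these others, the effect was called different from that in intact animals only for *rapunzel-1* and *tr5_12233*, at 72 HPA (limma interaction, adjusted p = 0.0102 and 0.0305). Of 32840, 30736 and 33399 transcripts tested at 6, 24 and 72 HPA, 769 (565 higher, 204 lower), 2241 (1316 higher, 925 lower) and 4371 (3495 higher, 876 lower) were called. Among named transcripts 26, 60 and 78 were called. The 2 groups did not overlap in 23.2%, 26.2% and 30.6% of the tested transcripts, where chance gives 10%. Leaving out 1 library gave 331, 417 and 260 calls without control replicates 1, 2 and 3 and 311 and 353 without *alx-3(RNAi)* replicates 1 and 3 at 6 HPA, 1152, 924 and 1105 without control replicates 1, 2 and 3 at 24 HPA, and 2835, 2648 and 1993 without control replicates 1, 2 and 3 and 1900, 8212 and 2451 without *alx-3(RNAi)* replicates 1, 2 and 3 at 72 HPA. The share of calls that were higher, 73.5%, 58.7% and 79.96%, was 31.0%, 31.5% and 21.14% with each library rescaled to the same total, and 51.8%, 54.3% and 52.2% with quantile normalization. Named ribosomal RNA transcripts held 12.2 ± 0.351%, 12.0 ± 0.136% and 12.4 ± 0.312% of the counts in controls and 12.8 ± 0.0706%, 13.3 ± 0.571% and 14.3 ± 0.896% in *alx-3(RNAi)* libraries (exact permutation p = 0.1 at each time point, n = 3).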

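*delta-1*, which encodes a Notch ligand, rose in *alx-3(RNAi)* tail fragments at 6 HPA, from 132 ± 42.4 to 356 ± 163 normalized counts. All 3 *alx-3(RNAi)* libraries lay above all 3 controls. The log2 fold change was 1.38 (SE 0.291, adjusted p = 0.0291). The gene names in the transcript IDs do not include *fos-1*, *jun-1*, *plasminogen-1*, *hadrian* or *ston*, so no values are given for these genes. *delta-1* is the only wound response gene of Fig. 5B named. Adjusting over a list of 1 gene leaves the p-value as it is, so its call over the list alone was fixed in advance. That call is not independent evidence either, because the study chose the list on these samples. The *delta-1* call ended with each library rescaled to the same total (1.25, adjusted p = 0.0796) and with quantile normalization (1.36), and without control replicate 1 (1.53), control replicate 2 (1.08), control replicate 3 (1.54) or *alx-3(RNAi)* replicate 1 (1.04). Adjusted p ran from 0.000637 to 0.108 over all alternatives.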

The Runx-family transcription factor *runt-1* is known to be wound-induced in stem cells and is required for daughter cell specification during regeneration (Wenemoser et al., 2012). We observed that in *alx-3(RNAi)* tail fragments, *runt-1* was downregulated at each time point. Whole-mount *in situ* hybridization staining in tail fragments between *control* and *alx-3* RNAi conditions supported the changes in gene expression observed in the RNAseq data (Fig. 5C). Ultimately, these results indicate that *alx-3* is required to activate key components of the early and late transcriptional wound responses during head regeneration in tail fragments.

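Transcripts of 2 Runx-family transcription factors, named *runx-1* and *runx-2* in the IDs, moved in opposite directions at 72 HPA. No source used here pairs these names with *runt-1* or *runt-2*. *runx-1* fell at 6 HPA, from 1324 ± 103 to 455 ± 99.6 normalized counts (n = 3), with a log2 fold change of −1.56 (SE 0.134, adjusted p = 7.85e-05). It fell again at 72 HPA (−0.86, SE 0.168, adjusted p = 0.00325), and at 24 HPA its log2 fold change was −0.38 (adjusted p = 0.405). *runx-2* was −0.35 (adjusted p = 0.140) at 6 HPA and rose at 24 HPA (0.65, SE 0.115, adjusted p = 0.00684) and 72 HPA (0.59, SE 0.113, adjusted p = 0.00295). Its effect at 6 HPA was below that at 72 HPA by a log2 difference of −0.94 (limma interaction, adjusted p = 0.0368), whereas *runx-1* was not among the transcripts whose effect differed between these times. *delta-1* stayed higher after 6 HPA, with log2 fold changes of 0.89 (SE 0.232, adjusted p = 0.0416) at 24 HPA and 1.27 (SE 0.287, adjusted p = 0.00813) at 72 HPA. The 24 HPA call ended with quantile normalization (0.85), with one fit over all 36 libraries and without control replicate 1 (1.00), control replicate 2 (0.82), control replicate 3 (0.83), *alx-3(RNAi)* replicate 1 (0.64) or *alx-3(RNAi)* replicate 2 (0.92) (adjusted p 0.0103 to 0.140 over all alternatives), and the 72 HPA call ended without *alx-3(RNAi)* replicate 1 (1.19) (adjusted p 0.000609 to 0.0517). From the altered expression of wound response genes in the sequencing data and in the stained fragments (Fig. 5B,C), the paper concludes that tail fragments need *alx-3* to switch on key components of their early and late wound responses.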

**Fig. 5.**
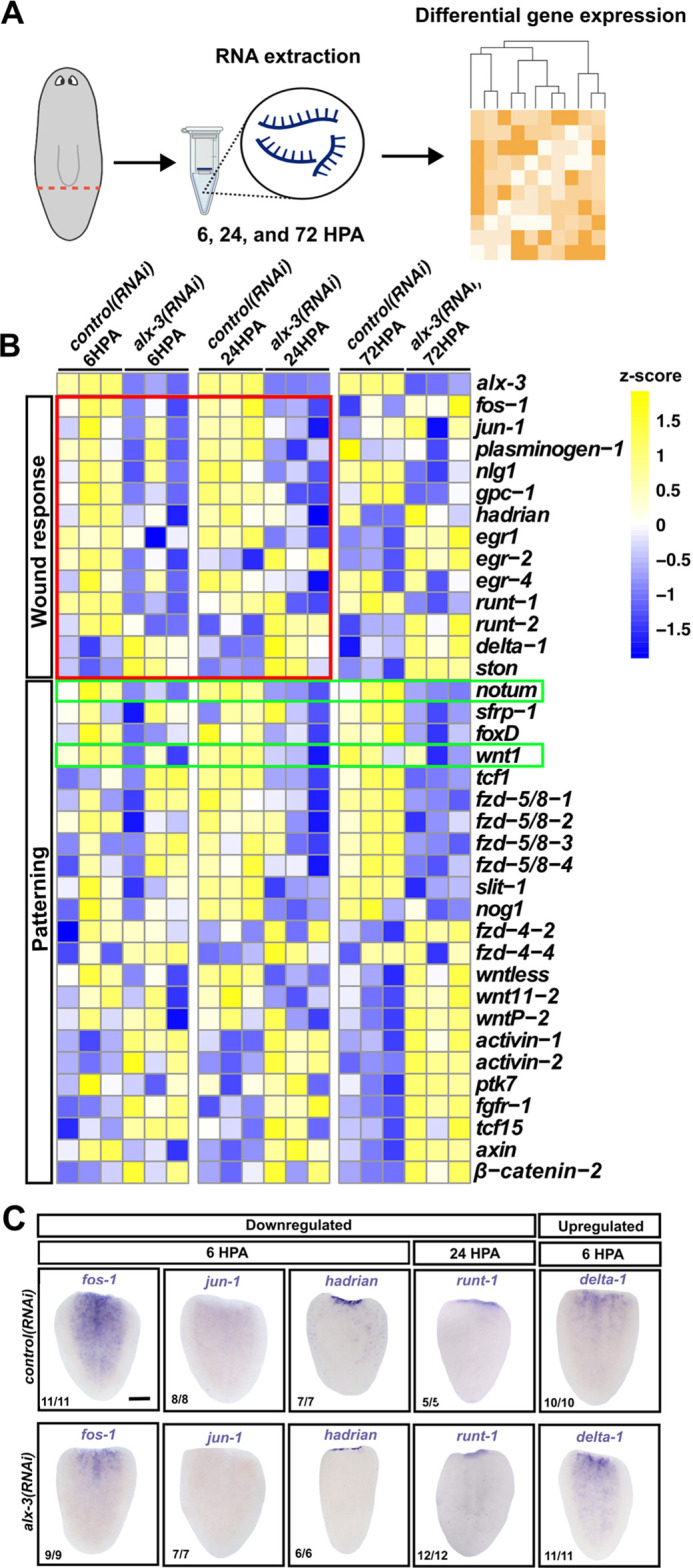
***alx-3* is required to initiate the transcriptional injury response in tail fragments.** (A) Schematic of bulk RNA-sequencing experiment. *control(RNAi)* and *alx-3(RNAi)* animals were amputated below the pharynx and regenerated for 6, 24 and 72 h before RNA extraction. (B) Heatmap of differentially expressed genes in *control(RNAi)* and *alx-3(RNAi)* tail fragments. Genes were selected based on their determined or postulated relevance to wound responses indicated by the label on the left. Replicates are displayed independently. Red box outlines early genes expressed in the first wave of gene expression in response to injury. Green boxes indicate Wnt singling genes that are injury responsive at 6-24 HPA. (C) Whole-mount *in situ* hybridization of early wound response genes found dysregulated in *alx-3(RNAi)* tail fragments identified from RNA-sequencing.

To determine whether the expression of early wound-response genes is required for wound-induced *alx-3* expression, knockdown of *fos-1* was performed. Similar to previous reports by Wenemoser et al. (2012), *fos-1(RNAi)* animals produced smaller blastemas, although no other severe regeneration defects were observed at 7 DPA (Fig. S7A). *fos-1(RNAi)* resulted in slightly reduced wound-induced *notum* expression at 24 HPA as well as reduced *alx-3* expression at 48 HPA, although it was not significant enough to ablate anterior regeneration. (Fig. S7B and S7C, respectively.)

### *alx-3* is required for *Wnt* and/or *β-catenin* signaling, and for restoring anterior regeneration polarity

The Wnt signaling pathway plays a key role in the choice between anterior or posterior regeneration. Even in planarian species that cannot regenerate heads from tail fragments, if Wnt signaling is decreased, head regeneration can be restored (Liu et al., 2013; Sikes and Newmark, 2013; Umesono et al., 2013). The transcriptional injury response involves regulation of Wnt signaling genes at wound sites between 6 and 24 h post-injury (Gurley et al., 2010; Petersen and Reddien, 2009a, 2011; Wurtzel et al., 2015). Although there are many components, *wnt1* and *notum* expression direct the regeneration outcomes depending on the context of the wound. (Tewari et al., 2018; Wenemoser et al., 2012; Wurtzel et al., 2015). For example, *wnt1* is expressed at both anterior and posterior-facing wounds, whereas anterior-facing wounds asymmetrically express the Wnt inhibitor *notum* in order to achieve a low-Wnt environment required for head regeneration (Gurley et al., 2010; Petersen and Reddien, 2009a, 2011; Wenemoser et al., 2012).

Consistent with dysregulation of early-acting wound response genes, RNAseq data revealed downregulation of *wnt1* and *notum* expression at all time points examined (Fig. 5B). 

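The Wnt inhibitor gene *notum* fell in *alx-3(RNAi)* tail fragments at 24 HPA, from 218 ± 18.0 to 110.0 ± 11.0 normalized counts (n = 3), and at 72 HPA, from 329 ± 125 to 121 ± 10.5. *wnt1* fell at 24 HPA, from 91.6 ± 3.64 to 54.0 ± 12.5. At 72 HPA *sfrp-1*, which encodes a secreted Frizzled-related Wnt antagonist expressed anteriorly, fell from 431 ± 79.7 to 215 ± 28.5, and the posterior gene *wntP-2* rose from 1137 ± 242 to 2210.3 ± 273. Of 10 anterior genes, 6 fell at 72 HPA, among them *wnt2-1* (−0.72) and the FGF receptor-like gene *ndk* (−0.87), and none rose. Of 9 posterior genes, 5 rose at 72 HPA, among them the Frizzled gene *Fzd-d* (0.88), *sp5* (0.88), *teashirt* (0.61) and *wnt11-1* (0.60), and none fell. At 24 HPA 2 of these 9 fell, *wnt1* and *wntP-3*, and none rose, and at 6 HPA none was called. The log2 fold changes of *notum* were −0.98 (SE 0.127, adjusted p = 0.00132) at 24 HPA and −1.36 (SE 0.219, adjusted p = 0.000846) at 72 HPA, and −0.44 (adjusted p = 0.120, not called) at 6 HPA. Those of *wnt1* were −0.78 (SE 0.198, adjusted p = 0.0363) at 24 HPA, and −0.96 (SE 0.259, adjusted p = 0.0777) and −0.64 (SE 0.311, adjusted p = 0.196) at 6 and 72 HPA, neither called. At 72 HPA *sfrp-1* was −0.99 (SE 0.143, adjusted p = 0.000343) and *wntP-2* 0.97 (SE 0.123, adjusted p = 0.000117). At 6 and 24 HPA neither was called, with −0.15 and −0.06 for *sfrp-1* and −0.04 and −0.04 for *wntP-2*. The effect on *wntP-2* differed between 6 and 72 HPA (log2 difference −1.02, adjusted p = 0.0183) and between 24 and 72 HPA (−1.02, 0.0143). No such difference was called for *notum* between 6 and 24 HPA (0.54, 0.425) or 6 and 72 HPA (0.93, 0.351), for *wnt1* between 6 and 24 HPA (−0.18, 0.900) or 24 and 72 HPA (−0.14, 0.898), or for *sfrp-1* between 24 and 72 HPA (0.94, 0.121). The 4 genes, a list the study chose on these samples, gave 0 higher and 2 lower at 6 HPA, 0 and 2 at 24 HPA, and 1 and 2 at 72 HPA when adjusted over the list alone, which is not independent evidence. The *wnt1* call at 24 HPA ended with one fit over all 36 libraries, with a replicate block and without control replicate 1 (−0.81), control replicate 2 (−0.75), control replicate 3 (−0.78) or *alx-3(RNAi)* replicate 3 (−0.58) (adjusted p 0.0204 to 0.173 over all alternatives). At 6 HPA *wnt1* was called without *alx-3(RNAi)* replicate 2 (−1.32, adjusted p = 0.00244), with a replicate block and with no filter (adjusted p = 0.0396, range 0.00244 to 0.266 over all alternatives). The replicate numbers do not pair the libraries. The 6 anterior calls were 8 with each library rescaled to the same total and 1 with one fit over all 36 libraries, where *sfrp-1*, *wnt2-1* and *ndk* lost theirs. The 200 transcripts with the highest ratio of intact to 24 HPA control levels deviated by −0.24 (log2, mean of medians) in controls and by 0.23 in *alx-3(RNAi)* libraries at 72 HPA. They include *sfrp-1*, and their median deviation spanned 1.68 at 6 HPA, 1.71 at 24 HPA and 1.04 at 72 HPA over the libraries. The lack of an *sfrp-1* call at 6 and 24 HPA therefore does not exclude an early change.

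**Figure D1:**
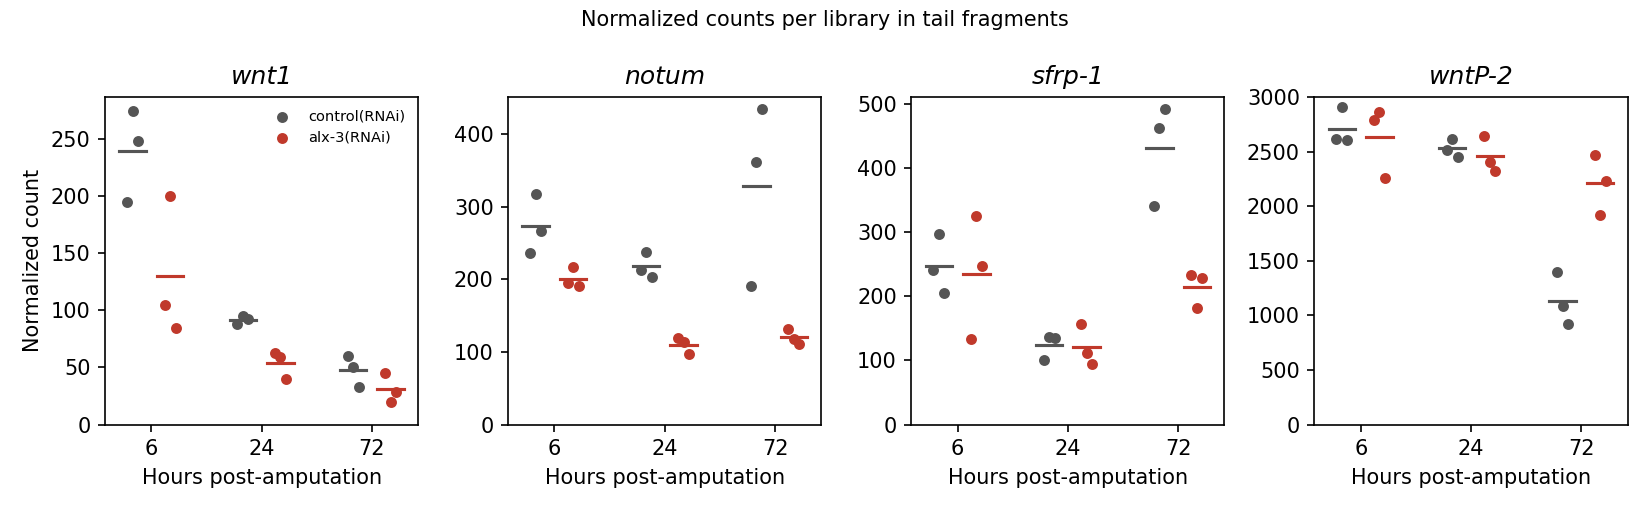
Normalized counts of *wnt1*, *notum*, *sfrp-1* and *wntP-2* (y axis) in tail fragments at 6, 24 and 72 HPA (x axis). Grey dots are *control(RNAi)* libraries, red dots *alx-3(RNAi)* libraries, and short horizontal lines mark the group means (n = 3 per group).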

To investigate the requirement of *alx-3* during anterior regeneration polarity, *alx-3(RNAi)* tail fragments were stained for *wnt1* and *notum* expression. A significant reduction in the number of *wnt1*-expressing cells at anterior-facing wounds was observed in *alx-3(RNAi)* tail fragments compared with the *control(RNAi)* at 6 HPA (Fig. 6A). Interestingly, the reduction in *wnt1* expression was not observed at either anterior or posterior-facing wounds of trunk fragments (Fig. S8A). Although *wnt1* is expressed broadly at both anterior- and posterior-facing wounds, determining the effect of *alx-3* knockdown on *notum* expression at anterior-facing wounds was of particular importance considering the defect in anterior regeneration in *alx-3(RNAi)* animals. Whole-mount *in situ* hybridization of *notum* revealed a significant reduction in the number of *notum-*expressing cells compared with *control(RNAi)* tail fragments at 24 HPA (Fig. 6B). However, *notum* expression was also significantly reduced in trunk fragments at the same time point (Fig. S8B). These data demonstrate that *alx-3* is required for activation of *wnt1* and *notum* expression at anterior-facing wounds of tail fragments.

**Fig. 6.**
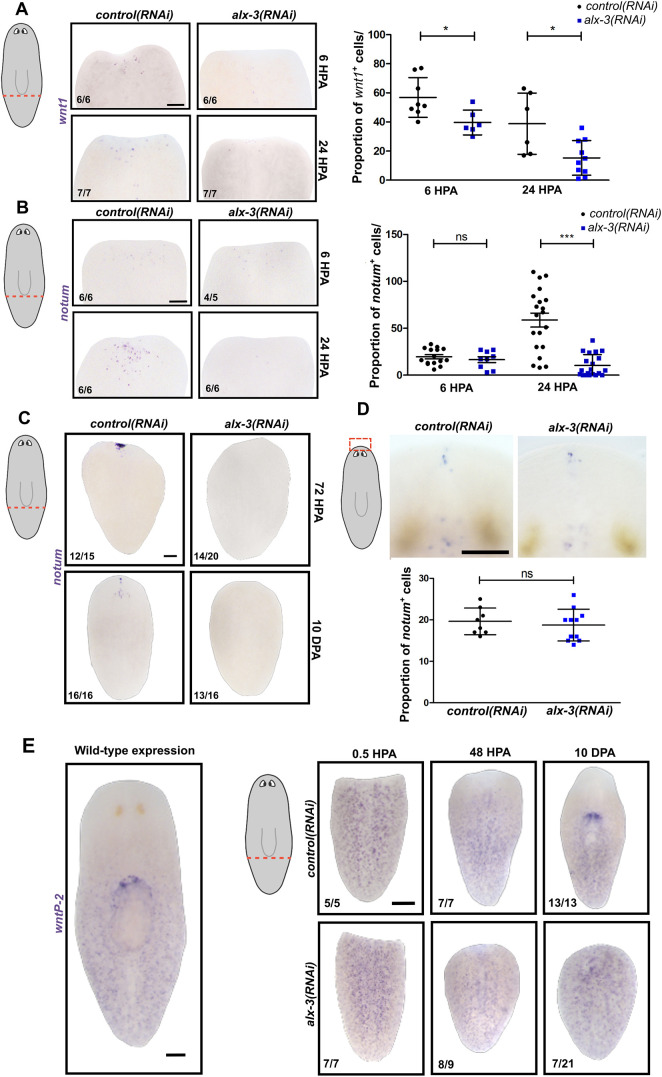
***alx-3* is required to regulate Wnt signaling during anterior regeneration.** (A) Whole-mount *in situ* hybridization of *wnt1* expression in *control(RNAi)* and *alx-3(RNAi)* amputated tail fragments at 6 and 24 HPA. Quantification of the proportion of cells that expresses *wnt1* at anterior-facing wound sites. Data are mean±s.d., *P<0.05. (B) Whole-mount *in situ* hybridization of *notum* expression in *control(RNAi)* and *alx-3(RNAi)* amputated tail fragments 6 and 24 HPA. Quantification of proportion of cells that express *notum* at anterior-facing wound sites. Data are mean±s.d., ***P<0.001. (C) Whole-mount *in situ* hybridization of *notum* expression in *control(RNAi)* and *alx-3(RNAi)* amputated tail fragments at 72 HPA and 10 DPA. (D) Whole-mount *in situ* hybridization of *notum* expression in *control(RNAi)* and *alx-3(RNAi)* uninjured animals. Quantification of the proportion of cells that expresses *notum* at the anterior pole. Data are mean±s.d. (E) Whole-mount *in situ* hybridization of *wntP-2* expression in wild-type worm (left), and *control(RNAi)* and *alx-3(RNAi)*amputated tail fragments at 0.5 HPA, 48 HPA and 10 DPA. Scale bars: 100 µm.

At 72 HPA of head regeneration, *notum* expression resolves into an anterior pole in a stem cell-dependent manner (Oderberg et al., 2017; Vogg et al., 2014). However, *alx-3(RNAi)* tail fragments did not regenerate the *notum^+^* anterior pole at 72 HPA (Fig. 6C). To determine whether anterior pole formation was delayed in *alx-3(RNAi)* tail fragments, *notum* expression was assessed at 10 DPA; similarly, absence of *notum* expression was observed (Fig. 6C). Amputated trunk fragments were able to recover their *notum*-pole expression at 10 DPA (Fig. S8C). Notably, *alx-3* was not required to maintain the population of *notum^+^* cells in uninjured animals (Fig. 6D). These data demonstrate that *alx-3* is required to regulate *wnt1* and *notum* expression during head regeneration in tail fragments.

After amputation, positional information across the remaining tissue must rescale and reform expression domains to regenerate a correctly proportioned animal (Reddien and Alvarado, 2004). For example, the Wnt ligand *wntP-2* is expressed in a posterior-to-anterior gradient and upon amputation; tail fragments initially express *wntP-2* across the entire length of the fragment and will then rescale expression over the first week of regeneration (Gurley et al., 2010). To test whether overall body-plan reorganization was affected in *alx-3* knockdown animals, whole-mount *in situ* hybridization of *wntP-2* was performed. Unlike control animals that gradually repress *wntP-2* expression from the anterior region of tail fragments between 48 HPA and 10 DPA, the expression of *wntP-2* was observed at anterior-most regions of *alx-3(RNAi)* animals and was never properly rescaled (Fig. 6E). Taken together, these data indicate that *alx-3* expression is required to regenerate anterior polarity and restore the AP axis in tail fragments.

### *alx-3* functions in a feedback loop with Wnt signaling

Although *alx-3* was wound induced in stem cells, we also observed *alx-3* expression in *notum*^+^ and *sfrp-1*^+^ pole cells in uninjured animals (22±3.2% of *notum*^+^ cells, 21±6.8% of *sfrp-1*^+^; Fig. 7A). Thus, we reasoned that *notum* expression during head regeneration may require *alx-3* cell-autonomously. We determined the dynamics of co-expression between *alx-3* and *notum* during regeneration and found that *alx-3* expression was observed in wound-induced *notum*^+^ cells at both 24 HPA (23±3.5%) and at 72 HPA (29±2.7%; Fig. 7B). Based on the phenotype and co-expression, we conclude that *alx-3* is most likely to be required cell-autonomously in regenerating *notum*^+^ pole precursor cells.

**Fig. 7.**
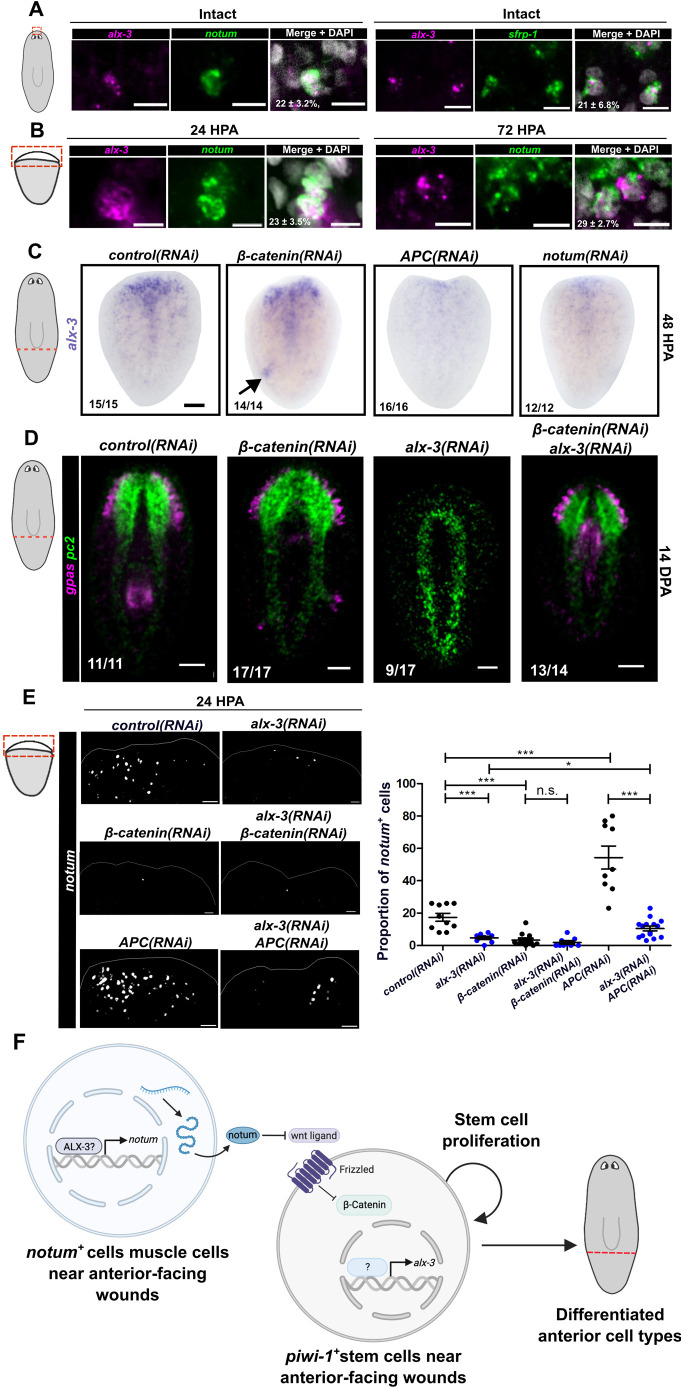
***alx-3* expression is negatively regulated by Wnt signaling.** (A) Double fluorescence *in situ* hybridization of *alx-3* and *notum* or *sfrp-1* and DAPI at the anterior pole of wild-type uninjured animals. Scale bars: 10 µm. (B) Double fluorescence *in situ* hybridization of *alx-3* and *notum*, and DAPI staining at anterior-facing wound sites in wild-type amputated tail fragments at 24 HPA and 72 HPA. Scale bars: 10 µm. (C) Whole-mount *in situ* hybridization of *alx-3* in *control(RNAi)*, *β-catenin(RNAi)*, *APC(RNAi)* or *notum(RNAi)* tail fragments 48 HPA. Scale bars: 100 µm. Arrow indicates ectopic brain in *β-catenin(RNAi).* (D) Double fluorescence *in situ* hybridization of *pc2* and *gpas* in *control(RNAi)*, *β-catenin(RNAi)*, *alx-3(RNAi)* or *β-catenin/alx-3* double RNAi*.* Scale bars: 100 µm. (E) Fluorescence *in situ* hybridization of *notum* in *control(RNAi)*, *alx-3(RNAi)*, *β-catenin(RNAi)*, double *β-catenin:alx-3(RNAi)* and double *APC:alx-3(RNAi)* tail fragments at 24 HPA. Quantification of proportion of cells that express *notum* at anterior-facing wound sites. Data are mean±s.d. *P<0.05, ***P<0.001. Scale bars: 100 µm. (F) Model of *alx-3* function in muscle cells and stem cells in tail fragments located at anterior-facing wound sites.

Muscle cells play an important role in the expression of PCGs, thus we assessed the role of *alx-3* in maintaining the muscle cell population. *alx-3* is expressed in a subset of *collagen^+^* muscle cells (11±2.3%) at anterior-facing wound sites at 24 HPA (Fig. S9A), and we assessed for any changes in body wall musculature in *alx-3(RNAi)* animals during regeneration. Fluorescence *in situ* hybridization for *collagen* revealed no significant difference in the proportion of *collagen*^+^ cells in *alx-3(RNAi)* tail fragments at 72 HPA or in intact animals compared with *control(RNAi)* (Fig. S9B and S9C, respectively). Similarly, there was no substantial difference in muscle fiber morphology or density in *alx-3(RNAi)* tail fragments at 72 HPA or in intact animals compared with *control(RNAi)*, observed using 6G10 immunostaining labelling muscle fibers (Fig. S9D and S9E, respectively). Together, these negative data indicate that although *alx-3* is expressed in a subset of muscle cells and *alx-3(RNAi)* results in dysregulated PCG expression occurring in muscle cells, this is not due to a reduction in the muscle cell population or to disrupted muscle fiber morphology.

To investigate whether Wnt signaling feeds back on wound-induced *alx-3* expression, knockdown of *β-catenin*, *APC* or *notum* were performed followed by post-pharyngeal amputation and whole-mount *in situ* hybridization of *alx-3* to assess wound-induced *alx-3* expression 48 HPA (Fig. 7C). Knockdown of *β-catenin* inhibits Wnt signaling, which resulted in higher expression of *alx-3* at anterior facing wounds, as well as ectopic *alx-3* expression near posterior regions of tail fragments associated with ectopic brain tissue. In contrast, knockdown of *APC* or *notum*, which results in higher Wnt signaling, significantly reduced wound-induced *alx-3* expression at anterior-facing wounds by whole-mount *in situ* hybridization (Fig. 7C) and qRT-PCR (Fig. S10).

Owing to the feedback between Wnt signaling and *alx-3*, we reasoned that a low-Wnt environment in *β-catenin(RNAi)* may be able to rescue the headless phenotype of *alx-3(RNAi)* tail fragments. To test this, we performed double RNAi using *β-catenin(RNAi)* with *alx-3(RNAi).* Knocking down *β-catenin* in tail fragments resulted in anterior brain regeneration similar to controls visualized by fluorescence *in situ* hybridization with probes against *pc2* and *gpas*. Double knockdown of *β-catenin* with *alx-3* resulted in a significantly higher proportion of tail fragments that were able to regenerate a brain [93% compared with 53% in *alx-3(RNAi)* animals; Fig. 7D]. Interestingly, knockdown of *β-catenin* is already known to ablate wound-induced *notum* expression, and knocking down both *β-catenin* and *alx-3* did not recue *notum* expression 24 HPA (Petersen and Reddien, 2011) (Fig. 7E). However, knockdown of *APC* increases wound-induced *alx-3* expression, and knocking down both *alx-3* and *APC* rescued this phenotype, Therefore, rescue of the *alx-3(RNAi)* phenotype when *β-catenin* expression is depleted occurs through a mechanism that does not involve rescuing wound-induced *notum* expression. Taken together, the rescue of the *alx-3(RNAi)* phenotype by inhibition of Wnt signaling suggests that *alx-3* is in a negative-feedback loop regulated by Wnt signaling.

## DISCUSSION

In this study, we functionally tested the *aristaless-like homeobox-3* (*alx-3*) transcription factor that was originally found to be expressed in a subpopulation of dividing *piwi-1*^+^ cells called ν-neoblasts (Molinaro and Pearson, 2016). We found that *alx-3* was required to maintain *gad^+^* and *th^+^* neurons as well as maintain brain size in proportion to body size in uninjured animals. We expected more specific effects on regenerating neurons, but were surprised to find that *alx-3* was induced in stem cells located at anterior-facing wounds during regeneration, and that tail fragments could no longer regenerate heads. Defects in head regeneration could be due to failure of neurogenesis or to a defect in re-establishing anterior polarity, thereby leading to a failure in regeneration of all anterior structures. To distinguish which of these mechanisms were affected, we performed sagittal amputations to remove neural tissue while maintaining the AP axis. *alx-3(RNAi)* animals that maintained full AP polarity were able to regenerate missing neural tissue, suggesting the regeneration defect was not due to failure of neurogenesis specifically. We then used bulk RNAseq to uncover the pathways that were dysregulated in regenerating *alx-3(RNAi)* tails. 

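Of 18 *prog* family transcripts, 13 rose at 6 HPA, 13 rose and 2 fell at 24 HPA, and 15 rose at 72 HPA (fry adjusted p = 0.0104, 0.0145 and 0.0263). In camera it had adjusted p = 0.217, 0.264 and 0.305 with an estimated correlation. Of the 6 pigment genes, 3, 3 and 5 rose (fry adjusted p = 0.145, 0.0145 and 0.00764), and at 24 and 72 HPA adjusted p = 0.292 and 0.305 with an estimated correlation. The *AGAT* family, which marks later epidermal progeny, had 0, 1 and 5 of 5 higher (0.145, 0.139 and 0.0263 in fry, and at 72 HPA adjusted p = 0.305 with an estimated correlation), and the 5 were 2 with each library rescaled to the same total and 3 without control replicate 3. Among 17 neural transcription factors tested at 24 HPA 3 fell, and among 13 chromatin genes 4 fell (fry adjusted p = 0.0145 for each list, and adjusted p = 0.264 for each with an estimated correlation). Markers of the neoblasts did not pass the directional test of fry (adjusted p = 0.164, 0.116 and 0.354). They passed its mixed test at 6 and 24 HPA (0.0219, 0.0159 and 0.221). In camera with a preset correlation of 0.01 they passed on the higher side at 6 HPA (0.0136) and on the lower side at 24 HPA (0.0138, and 0.0668 at 72 HPA). With an estimated correlation they did not pass (0.652, 0.456 and 0.662). Of the 8 tested, *soxP-1* rose at 6 HPA (0.48) and fell at 24 HPA (−0.41) and 72 HPA (−0.34), the first call ending without control replicate 1 (0.45), *alx-3(RNAi)* replicate 1 (0.45) or *alx-3(RNAi)* replicate 3 (0.46) and the last without control replicate 2 (−0.33), control replicate 3 (−0.32) or *alx-3(RNAi)* replicate 1 (−0.27). Of these markers 5 higher and 1 lower at 6 HPA, 0 and 1 at 24 HPA, and 0 and 1 at 72 HPA were called when adjusted over the list alone. The 6 epidermal markers gave 3, 3 and 6 higher (fry adjusted p = 0.0104, 0.0145 and 0.00764, and adjusted p = 0.217, 0.264 and 0.305 with an estimated correlation) and 6, 4 and 6 higher adjusted over the list alone. They include *prog-1*, *prog-2*, *AGAT1* and *AGAT3*, so this list is not independent of the *prog* and *AGAT* families. *p53* also counts among the DNA damage genes, *FoxF1* among the pigment genes and *COE* among the neural transcription factors. The neural marker *COE* fell at 24 HPA, a call that ended without control replicates 1 (−0.33), 2 (−0.34) or 3 (−0.32). At 72 HPA the parenchymal marker *FoxF1* rose (0.36), though not with each library rescaled to the same total (0.15), and the gut marker *NXK2.2* rose (0.26), though not with that rescaling (0.05) or without control replicate 1 (0.24), control replicate 2 (0.27), control replicate 3 (0.26) or *alx-3(RNAi)* replicate 3 (0.22). The neural, gut and parenchymal lists hold 1 named gene each, so a test over the list alone leaves its p-value unadjusted. Unadjusted limma p was under 0.05 for *COE* (lower) and *NXK2.2* (higher) at 24 and 72 HPA, and for *FoxF1* (higher) at 72 HPA. Over all transcripts *COE* was not called at 72 HPA, nor *NXK2.2* at 24 HPA. The 4 innate immune genes passed fry at 24 HPA (0.0369) and 72 HPA (0.00547) with *MyD88-1* higher, the posterior genes at 72 HPA (0.0436), and the *spondin* family at 72 HPA (0.0436) with 2 of 6 lower. The anterior genes at 72 HPA (0.0573) and the TGF-β pathway with *activin* higher at 72 HPA (0.0525) did not pass it. With an estimated correlation the innate immune genes had adjusted p = 0.384 at 24 HPA, and these lists at 72 HPA other than the TGF-β pathway had adjusted p = 0.305. Other lists did not pass the directional test of fry at 6, 24 or 72 HPA. Among them the mixed test was passed by the Wnt pathway genes at 24 HPA (adjusted p = 0.00176) and 72 HPA (0.00150), the nuclear hormone receptors (0.000592 and 0.00107) and DNA damage genes (0.0146 and 0.00508) at the same times. The Hedgehog pathway (0.0214) and Mediator (0.0202) passed it at 24 HPA. The patterning list of Fig. 5B, which the study chose on these samples, also passed it at 24 and 72 HPA. Of the Wnt pathway genes, 0 of 20, 4 of 20 (1 higher, 3 lower, among them *wntP-3*) and 10 of 21 (5 higher, 5 lower) were called. Of 22 nuclear hormone receptors, 0, 4 (1 higher, 3 lower) and 4 (3 higher, 1 lower) were called. Of 8 Hedgehog pathway genes 1 fell, of 10 Mediator genes 1 fell, both at 24 HPA, and of 8 ciliary genes none was called. Of the DNA damage and cell death genes 1 rose and 1 fell at 24 HPA, and 2 rose at 72 HPA, among them *p53*. *soxP-1*, *MyD88-1*, *wntP-3* and *p53* are named as examples chosen after their values were seen. The fry values are those of its directional test, whether the genes of a list move one way on balance, unless the mixed test is named. The mixed test asks whether they move in either direction. Of 19 lists the directional test was passed by 2, 6 and 7 and the mixed test by 6, 18 and 15 at 6, 24 and 72 HPA. Neither compares a list with other genes. In camera, which does, 7, 7 and 9 lists passed with a preset correlation of 0.01. With it the anterior and posterior genes at 72 HPA had adjusted p = 1.83e-05 and 5.46e-05, and no list passed at 6, 24 or 72 HPA with an estimated one. The list median and the test differed in sign for the Wnt pathway and innate immune genes at 6 HPA, the neural transcription factors at 6 HPA, the Hedgehog pathway at 24 HPA, and the DNA damage genes at 24 and 72 HPA. Calls were shared between time points: 407 transcripts were higher and 111 lower at both 6 and 24 HPA (24.9 and 6.07 for independent lists), 442 and 88 at 6 and 72 HPA (63.5 and 5.38), and 1002 and 239 at 24 and 72 HPA (153 and 25.5). Fisher's exact test for the lower transcripts gave p = 3.57e-115, 8.20e-84 and 9.11e-168 (adjusted 5.96e-115, 1.02e-83 and 2.10e-167 over a family of 30). These p-values count transcripts as independent and measure no spread over libraries. Transcripts with a mean normalized count of at least 500 held 581, 1668 and 3123 of the calls at 6, 24 and 72 HPA. Part of the overlap above independent lists can therefore come from level alone. Across transcripts, which are not independent replicates, fold changes had Pearson's r of 0.302, 0.386 and 0.330 and Spearman's rho of 0.296, 0.434 and 0.314. The effect itself differed for 10 transcripts between 6 and 24 HPA, 107 between 6 and 72 HPA and 100 between 24 and 72 HPA (limma interaction). With quantile normalization the shared calls were 220 higher and 155 lower, 181 and 134, and 786 and 585 for the same 3 pairs, and the effect differed for 180 transcripts between 6 and 72 HPA and for 51 between 24 and 72 HPA.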

We found that the *alx-3* headless tail phenotype was the result of an overall failure to initiate the early wound response transcriptional programs involving both *wnt1* and *notum*. The effect of early-acting wound response gene expression on *wnt1* and *notum* expression is currently unclear as knockdown of several of these early-acting genes failed to produce significant regeneration phenotypes (Wenemoser et al., 2012). This would suggest that multiple early wound response genes have redundant function to activate downstream *wnt1* and *notum* expression, and that *alx-3* may be one of the early factors to activate *wnt1* and *notum* either directly or indirectly. However, this hypothesis would be difficult to test, as we are unable to inhibit the expression of all early-acting genes involved in this wound response simultaneously. As PCGs, including *wnt1* and *notum*, are expressed in muscle cells, we investigated whether reduced expression of *wnt1* and *notum* in *alx-3(RNAi)* animals is due to dysregulation of the muscle population. However, we did not observe any significant difference in the proportion of *collagen^+^* muscle cells nor any perturbation in muscle fiber morphology in *alx-3*-depleted animals during regeneration or in uninjured animals. This suggests that *alx-3(RNAi)* inhibits *wnt1* and *notum* expression without affecting the number or morphology of muscle cells.

It is known that *notum* expression at anterior-facing wounds is crucial for establishing anterior regeneration polarity. Because knockdown of either *alx-3* or *notum* results in impaired head regeneration, this suggests that *alx-3* promotes *notum* expression in muscle cells. We put forth a model (Fig. 7F) that *alx-3* activates *notum* expression, either directly or indirectly, in muscle cells in a cell-autonomous manner. Expression of *notum* is then transmitted to neighboring stem cells at anterior-facing wound sites to subsequently activate *alx-3* expression cell non-autonomously to facilitate anterior regeneration.

Neoblasts are a pluripotent class of stem cells as they are constitutively active and give rise to all missing tissues during regeneration. Previous work has shown that at least some stem cells express Wnt signaling receptors, suggesting that they are capable of receiving Wnt signaling at homeostasis (Currie et al., 2016). The expression of *alx-3* within stem cells at anterior-facing wounds serves as a distinguishing factor between stem cells located at anterior-facing versus posterior-facing wounds. Before this work, *notum* expression was considered the primary differentiating factor between anterior-facing and posterior-facing wounds, although much of its expression is restricted to *collagen^+^* muscle cells (Scimone et al., 2017; Witchley et al., 2013). The regulation of *alx-3* expression in stem cells by known PCGs serves as an important relationship between positional signaling that is generally restricted to muscle cells and stem cells to guide cell fate and the regenerative outcome.

### A conserved role for *alx-3* in anterior pattering

*alx-3* is an aristaless-like paired homeobox transcription factor (Qian et al., 1992). Mice and humans have three Alx genes: *Alx1*, *Alx3* and *Alx4*; *Alx3* has been lost independently in some vertebrate lineages, including frogs (*X. tropicalis*), lizards (*A. carolinensis*) and chickens (*G. gallus*) (McGonnell et al., 2011)*.* Although Alx genes derived their names from the *Drosophila melanogaster* homolog *aristaless*, Alx-like genes are present across the metazoans (McGonnell et al., 2011; Ryan et al., 2006). The mouse *Alx3* homolog is expressed in the cephalic mesenchyme and lateral mesoderm, and is developmentally important for neural tube closure and craniofacial development (Beverdam et al., 2001; Lakhwani et al., 2010). In zebrafish, *Alx3* has a well-established role in craniofacial development: *Alx3* is enriched in frontonasal neural crest cells, and loss of *Alx3* results in severe neurocranium development defects (Mitchell et al., 2021; Yoon et al., 2022). In humans, homozygous mutation of *Alx3* has been associated with a form of frontonasal dysplasia known as frontorhiny (Twigg et al., 2009). Across several organisms, and including this study, *alx-3* plays an important role in establishing tissue identity and in the development of anterior structures, perhaps indicating that the role of *alx-3* in anterior tissue patterning in planarians may be a conserved function of this gene family. It will be interesting to determine whether Alx genes are upstream of *notum* and Wnt signaling in other systems during embryonic development.

## MATERIALS AND METHODS

### Animal husbandry and RNAi

Asexual populations of *Schmidtea mediterranea* (strain CIW4) were maintained as previously described (Alvarado et al., 2002). Planarians were kept at 18°C in milliQ water supplemented with 0.21 g/l Instant Ocean, 0.1 mM KCl, 0.1 mM MgSO_4_ and 0.12 mM NaHCO_3_. Animals were fed calf liver paste approximately once per week.

### Cloning and RNA interference (RNAi)

Planarian transcripts were cloned using forward and reverse primers to generate double-stranded RNA (dsRNA) from a pT4P expression plasmid. Cloning of *alx-3* was performed using an expression vector containing the *alx-3* gene (SmedASXL_006490, dd_Smed_v6_11150_0_1) (Rozanski et al., 2019) provided by Molinaro and Pearson (2016). All genes were cloned using forward and reverse primers into T4P vectors as previously described (Rink et al., 2009). Primers were generated using the freely available web tool Primer3 Web version 4.1.0 (https://primer3.ut.ee). To generate RNAi food, HT115 bacterial cultures expressing dsRNA were prepared using clones expressing the pT4P vector mixed with calf liver. RNAi experiments were performed as originally described (Newmark et al., 2003), with updated modifications (Adler and Alvarado, 2018). Briefly, bacteria were grown to an OD_600_ of 0.8 and induced with 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) for 2 h at 37°C with shaking. Bacteria were pelleted and mixed with calf liver paste at a ratio of 500 μl of liver per 100 ml of original culture volume. Bacterial pellets were thoroughly mixed into the liver paste and frozen as aliquots at −80°C. GFP was used for all negative controls as previously described (Cowles et al., 2013). In all homeostatic experiments and regeneration experiments, RNAi food was fed to 7-day starved worms every third day for a total of nine feedings. In the homeostatic experiments, animals were fixed 10 days after the 9th feed. Amputations were performed 4 days after the 9th feed unless noted otherwise. All animals used for staining were 3-6 mm in length in the case of wild-type and homeostatic experiments, and 1-4 mm in the case of regenerating fragments, and were size matched between experimental and control worms.

### Riboprobe synthesis

Primer set AA18 (5′-CATTACCATCCCGCCACCGGTTCCATGG-3′) and PR244F (5′-GGCCCCAAGGGGTTATGTGG-3′) were used to generate a PCR template containing one T7 promoter site in the antisense direction of the gene of interest inserted in a pT4P vector as described previously (Currie et al., 2016). Antisense riboprobes were made using T7 RNA-polymerase (ThermoFisher Scientific, EP0111) over a 2-4 h incubation period. However, in the case of weakly expressed genes such as *alx-3*, an overnight incubation of the DIG probes resulted in optimal detection of the gene transcript.

### *In situ* hybridization, imaging and quantification

Riboprobes were made from PCR templates using the pT4P vector generated above. Whole-mount and fluorescent *in situ* hybridization experiments were performed as previously described (Currie et al., 2016; Pearson et al., 2009) with the following modifications that optimized results. Briefly, 5% N-acetylcysteine in phosphate-buffered saline (PBS) was used to kill the worms and remove mucus, followed by fixation in 4% formaldehyde in PBST (0.3% Triton-X) for 20 min. Worms were rinsed with PBST and further permeabilized with reduction solution consisting of 50 mM DTT, 1% NP-40 and 0.5% SDS in PBS for 3-5 min at room temperature. Worms were dehydrated with methanol and stored at −20°C then bleached with 6% hydrogen peroxide (in methanol) overnight and rehydrated with PBST. Worms were pre-hybridized for 2 h at 56°C then hybridized with probe overnight at 56°C. Blocking solution (10% horse serum in MABT) was used for blocking and antibody incubation. Colorimetric stains (whole-mount *in situ* hybridization) were developed using 4-nitro blue tetrazolium chloride (NBT, Roche, 11383213001) and 5-bromo-4-chloro-3-indolyl-phosphate (BCIP, Roche, 11383221001). Fluorescence *in situ* hybridization stains were developed with either tyramide amplification in borate buffer, or Fast Blue B salt (Sigma D9805) with naphthol AS-MX phosphate (Sigma 855). For immunostaining, rabbit anti-H3ser10p (H3P) was used at 1:1000 (EMD Millipore, 05-817R-I) or mouse anti-PIWI-1 (kind gift from Dr Jochen Rink, Max Planck Institute for Multidisciplinary Sciences, Germany) was used at 1:1000 (Zhu and Pearson, 2018). BrdU (Sigma-Aldrich B5002) labeling was performed as previously described (Zhu et al., 2015). Briefly, worms were adapted to a high salt medium (5 g/L Instant Ocean) for 1-3 days before BrdU delivery and maintained in high salt for the duration of the chase period. BrdU dissolved in 50% DMSO was fed at a concentration of 10 mg/ml in liver paste. Fixation and fluorescence *in situ* hybridization were performed as described above. After fluorescence *in situ* hybridization, worms were incubated in acid for 45 min (2 N HCl and 0.5% Triton-X), then neutralized with 0.1 M sodium borate. Blocking solution (10% BSA and 5 mM thymidine in PBST) was used for blocking and antibody incubation. BrdU was detected with mouse anti-BrdU at 1:300, followed by anti-mouse HRP (1:500) and tyramide amplification. Only animals that exhibited staining throughout the entire body were quantified.

### Microscopy, processing and analysis

Colorimetric whole-mount *in situ* hybridization stains were imaged on a Leica M165 fluorescent dissecting microscope. Fluorescent stains were imaged on a spinning disk confocal microscope (Olympus IX81S1F-3) with a Hamamatsu C9100-13 EM-CCD camera and a Yokogawa CSU X1 scan head, employing Perkin Elmer Volocity software. All image quantifications and post-processing were made using the freely available ImageJ software Fiji (http://rsb.info.nih.gov/ij/) and Imaris (http://www.bitplane.com/imaris/imaris). All experiments were, at minimum, triplicated and at least 10 worms were used per stain and per time point (i.e. *n*≥30). All statistical analyses between RNAi groups were carried out using a two-tailed Student's *t*-test. All images were post-processed using Adobe Photoshop and figures assembled in Inkscape.

### Quantitative real-time PCR

Reverse transcription reactions were conducted on total RNA extracted from ∼10 whole worms or 20 tail fragments using Trizol Reagent (Thermo Fisher) a SuperScript III Reverse Transcriptase Kit (Invitrogen). Quantitative real-time PCR was performed in biological triplicate on a Bio-Rad CFX96 Touch Real-Time PCR Detection System with SYBR Green PCR Master Mix (Roche) as per the manufacturer's instructions. Expression was normalized to *control(RNAi)* and the 2^−ΔΔCT^ method was used for relative quantification. Primer pairs for ubiquitously expressed GAPDH were used as a reference as previously described (Eisenhoffer et al., 2008). Experiments were carried out in biological and technical triplicates. All statistical analysis was carried out by performing Welch's unequal variances *t*-test using Microsoft Excel. *P<0.05, **P<0.01 and ***P<0.001. Graphs were generated using GraphPad Prism. All error bars indicate the s.d.

### RNA sequencing

RNA deep sequencing (RNAseq) was performed on whole and amputated tail fragments 4 days after nine RNAi feedings for *control*(*RNAi*) and *alx-3*(*RNAi*). RNA was extracted using Trizol RNA Extraction Kit (Thermo Fisher). Experiments were performed in biological triplicates and sequenced to a depth of ∼30 million reads per sample and multiplexed on an Illumina NovaSeq with 50 bp paired-end reads. Primer sequences were removed using trimmomatic and sequences were then aligned to a previously described planarian transcriptome Smed_ASXL in NCBI Bio Project PRJNA215411 using the program Salmon (https://bioconductor.org/packages/devel/workflows/vignettes/rnaseqDTU/inst/doc/rnaseqDTU.html; Love et al., 2018). DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) (Love et al., 2014) was used to determine significantly up- or downregulated transcripts in *control(RNAi)* and *alx-3(RNAi)* animals. Heatmaps were generated using the pheatmap R package in RStudio. DESeq2 output on processed data for all time points are in Table S1.

## Supplementary Material

10.1242/develop.201777_sup1 Supplementary information

# Supplementary material for: aristaless-like homeobox-3 is wound induced and promotes a low-Wnt environment required for planarian head regeneration
**Source:** Development. 2023 Sep 25;150(18):dev201777. doi: 10.1242/dev.201777
**Supplement:** Supplementary information

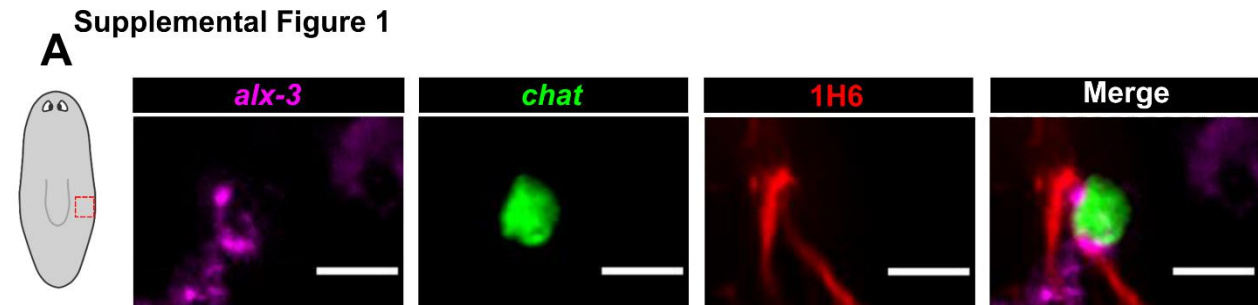

Fig. S1. *alx-3* is expressed in neurons around the periphery of the body. FISH *alx-3* and *chat* expression and immunostaining of α -1H6 labeling neuronal axons in wildtype whole animals. Scale bars, 10 μ m.

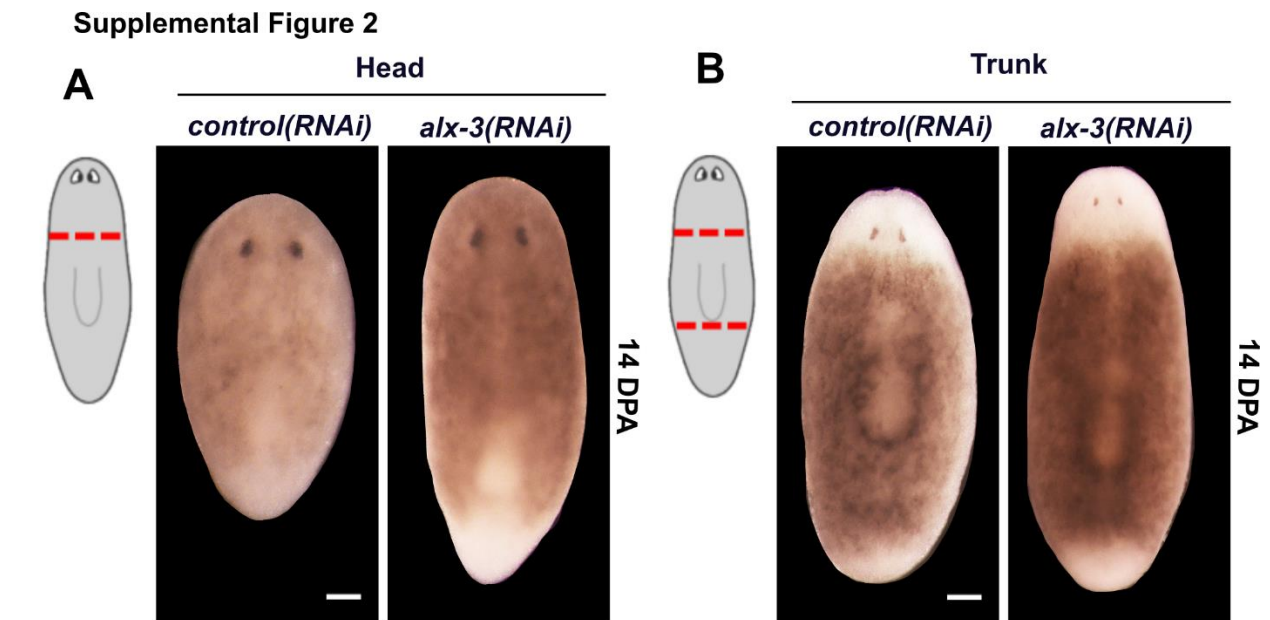

Fig. S2. *alx-3* is not required for regeneration of head and trunk fragments. (A) Live images of *control(RNAi)* or *alx-3(RNAi)* head fragments after pre-pharyngeal transverse amputation and 14 days of regeneration. Scale bars, 100 μ m. (B) Live images of *control(RNAi)* or *alx-3(RNAi)* trunk fragments after pre- and post-pharyngeal transverse amputation and 14 days of regeneration. Scale bars, 100 μ m.

Supplemental Figure 3

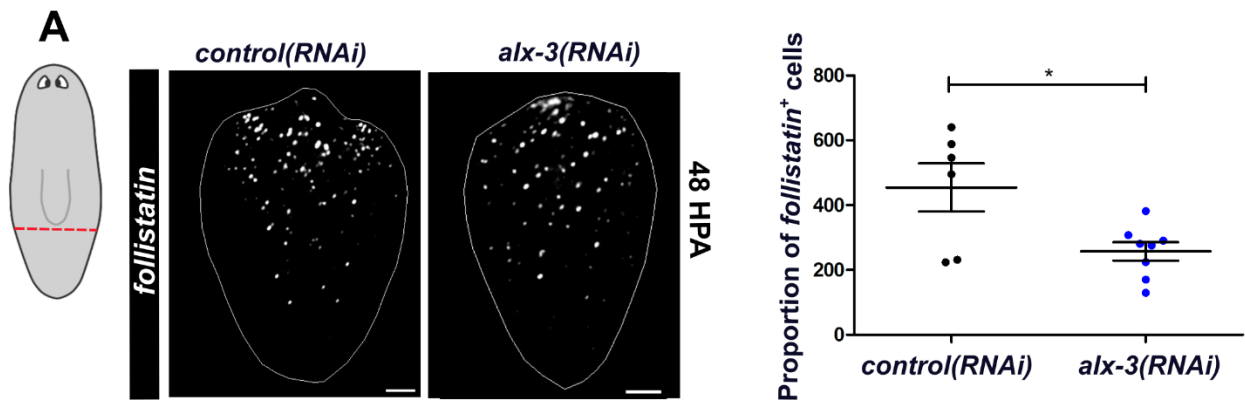

Fig. S3. *Follistatin* expression is reduced but not ablated in *alx-3(RNAi)* tail fragments at 48HPA (A) FISH of *follistatin* at 48HPA in *alx-3(RNAi)* tail fragments 48HPA. Scale bars= 100 μ m.

Quantification of proportion of cells that express *follistatin*. Quantifications are the mean $\pm$ 1 S.D.

Supplemental Figure 4

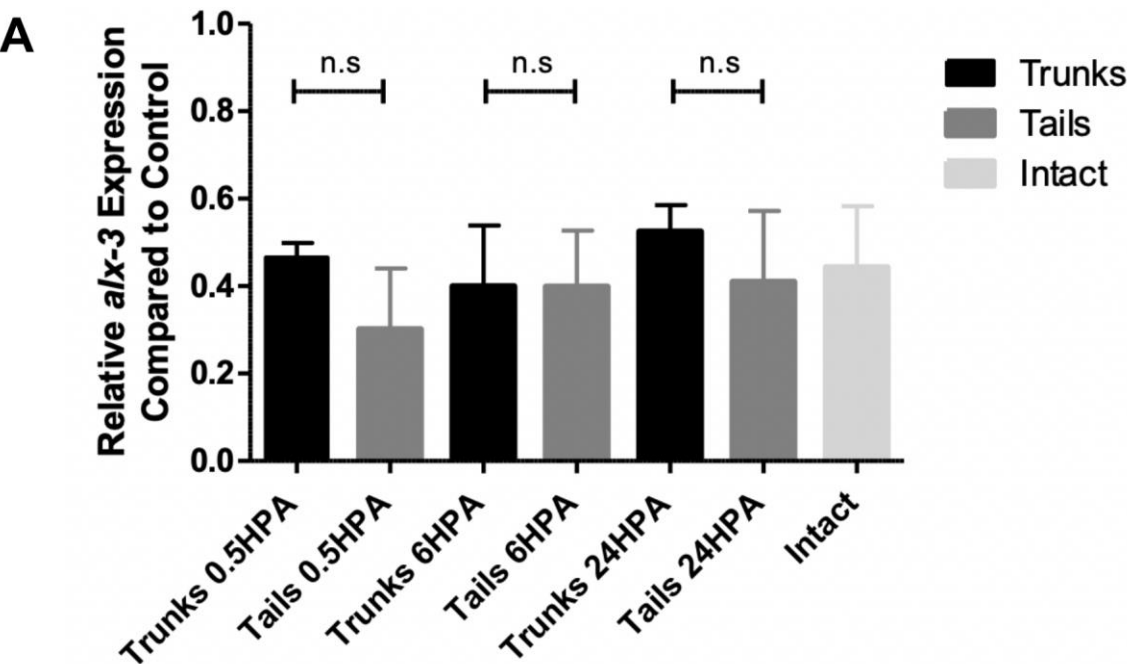

Fig. S4. Quantitative real-time PCR and WISH of *alx-3* expression in *alx-3(RNAi)* animals. qPCR quantification of *alx-3* expression in wild-type tail and trunk fragments and intact animals relative to controls 0.5HPA, 6HPA, and 24 HPA and in uninjured animals. Quantifications are mean $\pm$ 1 S.D

Supplemental Figure 5

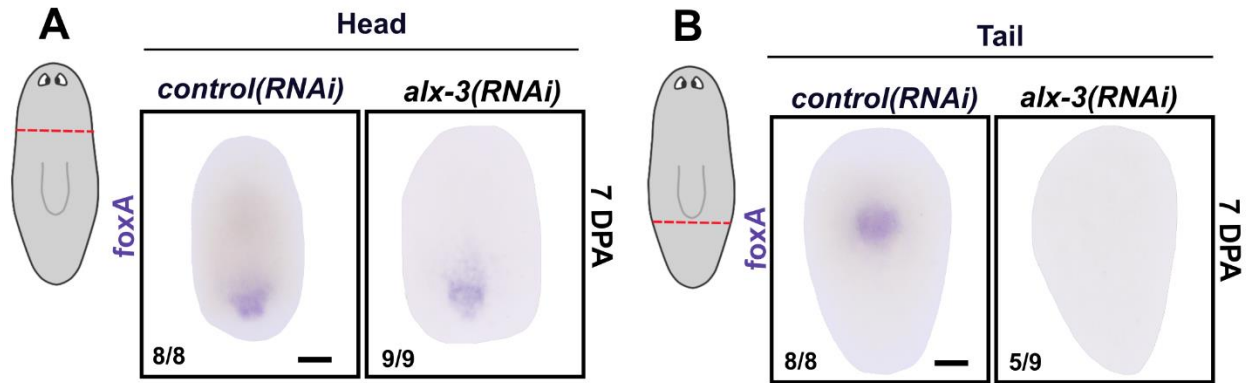

Fig. S5. *alx-3(RNAi)* tail fragments do not regenerate a pharynx.

(A) WISH of *foxA* in *alx-3(RNAi)* head fragments 7DPA. Scale bars= 100µm.

(B) WISH of *foxA* in *alx-3(RNAi)* tail fragments 7DPA. Scale bars= 100µm.

Supplemental Figure 6

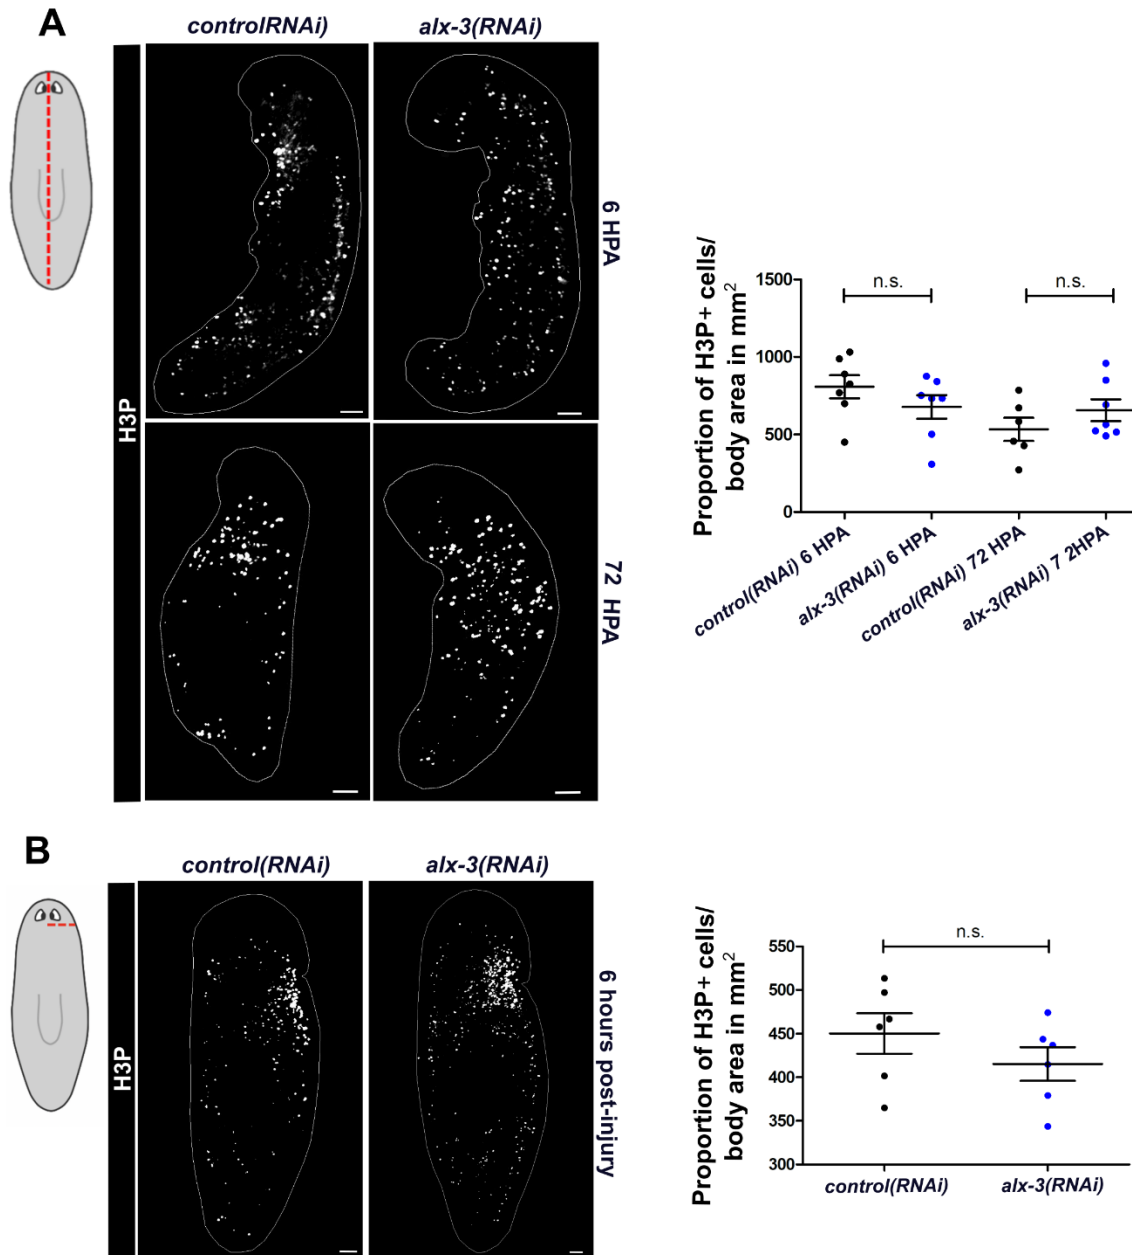

Fig. S6. *alx-3* knockdown does not affect stem cell proliferation following sagittal amputations or incision injuries.

- (A) Immunostaining of α -H3P in sagittally-amputated *control(RNAi)* or *alx-3(RNAi)* animals at 6HPA or 72HPA, imaged ventrally. Quantification of the proportion of α -H3P+ cells normalized to area of the animal. Quantifications are the mean ± 1 S.D. Scale bars = 100 μ m.
- (B) Immunostaining of α -H3P in *control(RNAi)* or *alx-3(RNAi)* animals following a minor incision injury posterior to the right eye at 6 hours-post injury, imaged ventrally. Quantification of the proportion of α -H3P+ cells normalized to area of the animal. Quantifications are the mean ± 1 S.D. Scale bars = 100 μ m.

Supplemental Figure 7

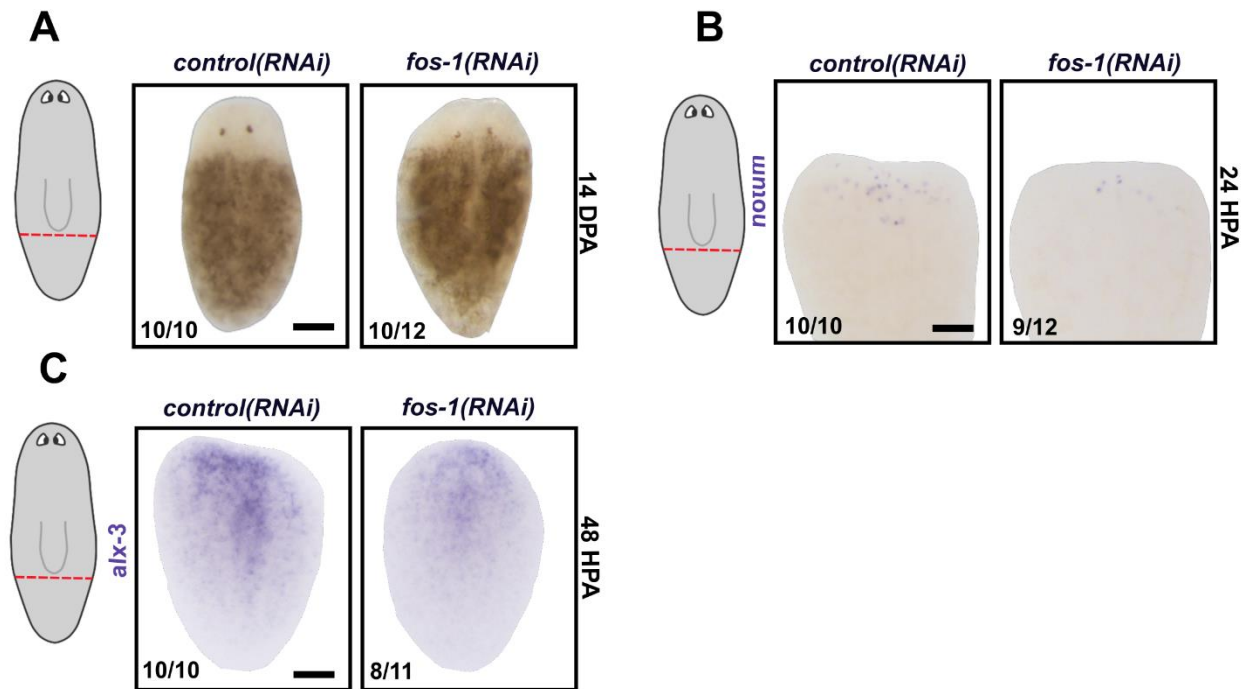

Fig. S7. *fos-1* RNAi animals exhibit reduced wound-induced *notum* and *alx-3* expression.

(A) Live image of *fos-1(RNAi)* tail fragments at 14DPA. Scale bars = 100µm.

(B) WISH for *notum* in *fos-1(RNAi)* tail fragments at 24HPA. Scale bars = 100µm.

(C) WISH of *alx-3* in *fos-1(RNAi)* tail fragments at 48HPA. Scale bars = 100µm.

Supplemental Figure 8

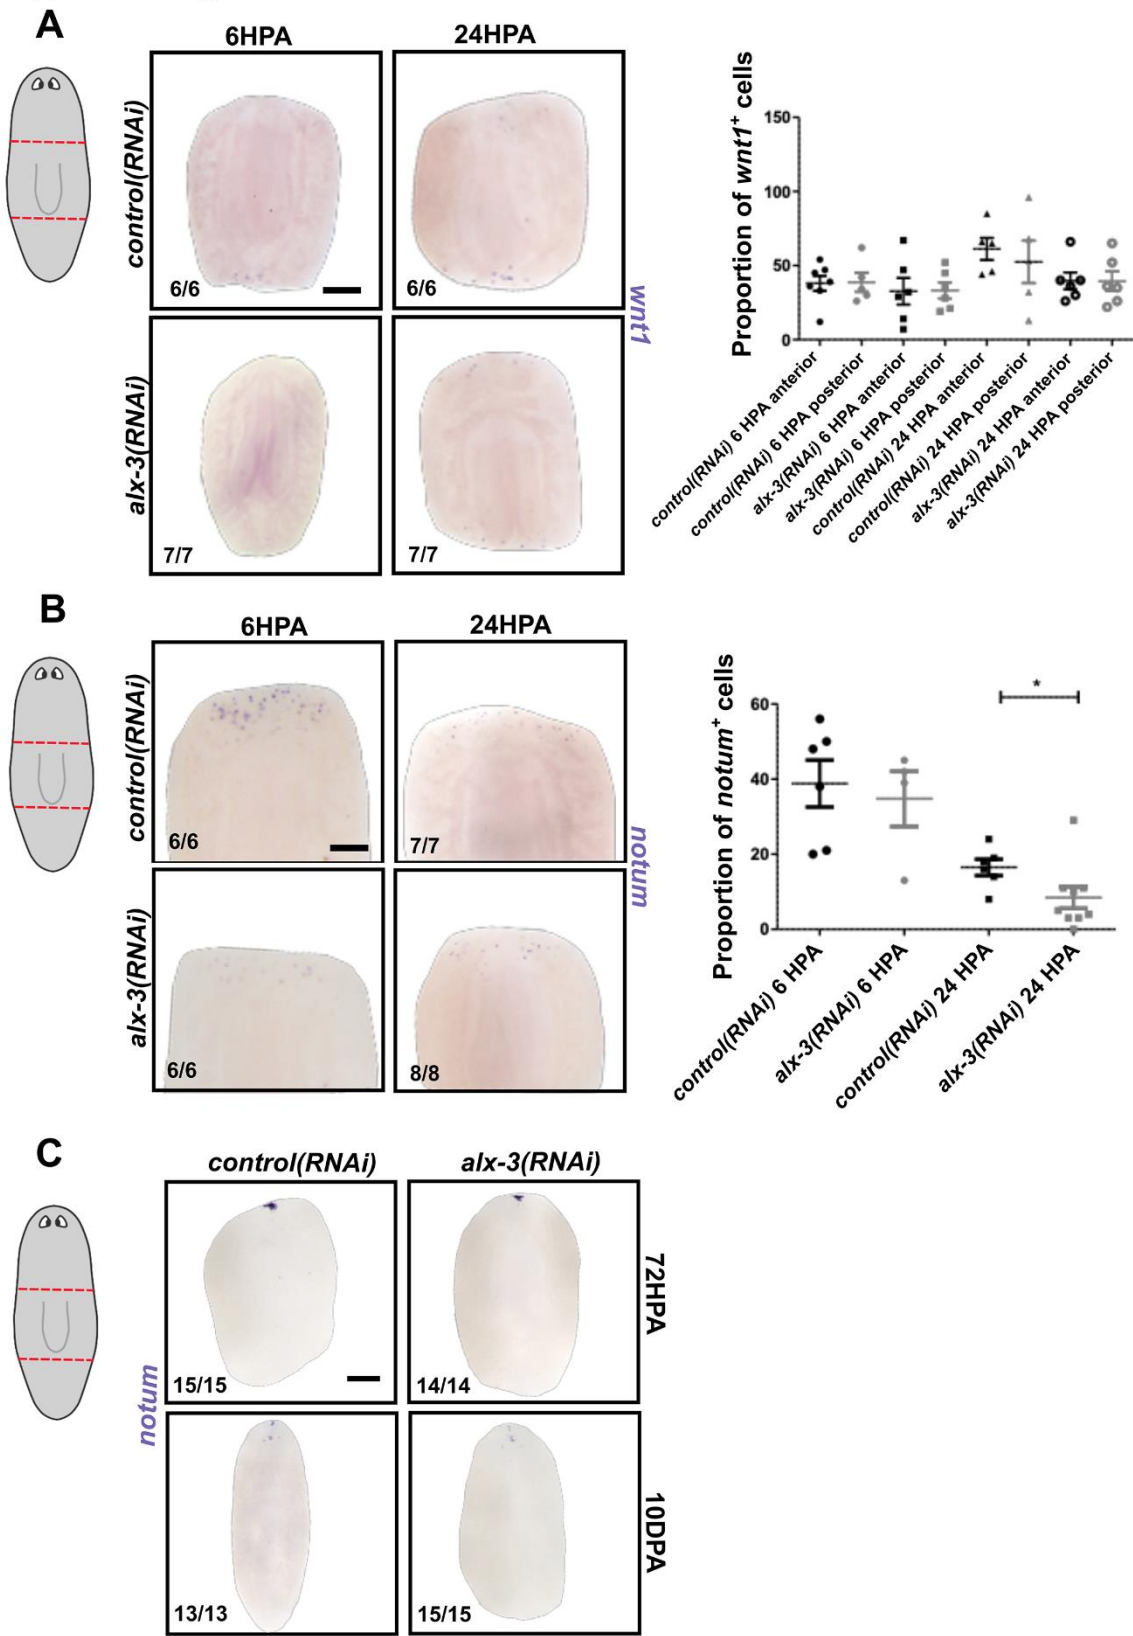

Fig. S8. Regulation of Wnt signaling by *alx-3* is not as prominent in trunk fragments.

- (A) WISH for *wnt1* expression in *control(RNAi)* or *alx-3(RNAi)* trunk fragments at 6 and 24 HPA. Quantification of proportion of cells that express *wnt1* at anterior-facing and posterior-facing wound sites. Quantifications are the mean ± 1 S.D
- (B) WISH for *notum* expression in *control(RNAi)* or *alx-3(RNAi)* amputated trunk fragments at 6 or 24 HPA. Quantification of proportion of cells that express *notum* at anterior-facing wound sites. Quantifications are the mean ± 1 S.D.
- (C) WISH for *notum* expression in *control(RNAi)* or *alx-3(RNAi)* trunk fragments at 72 HPA or 10 DPA.

Supplemental Figure 9

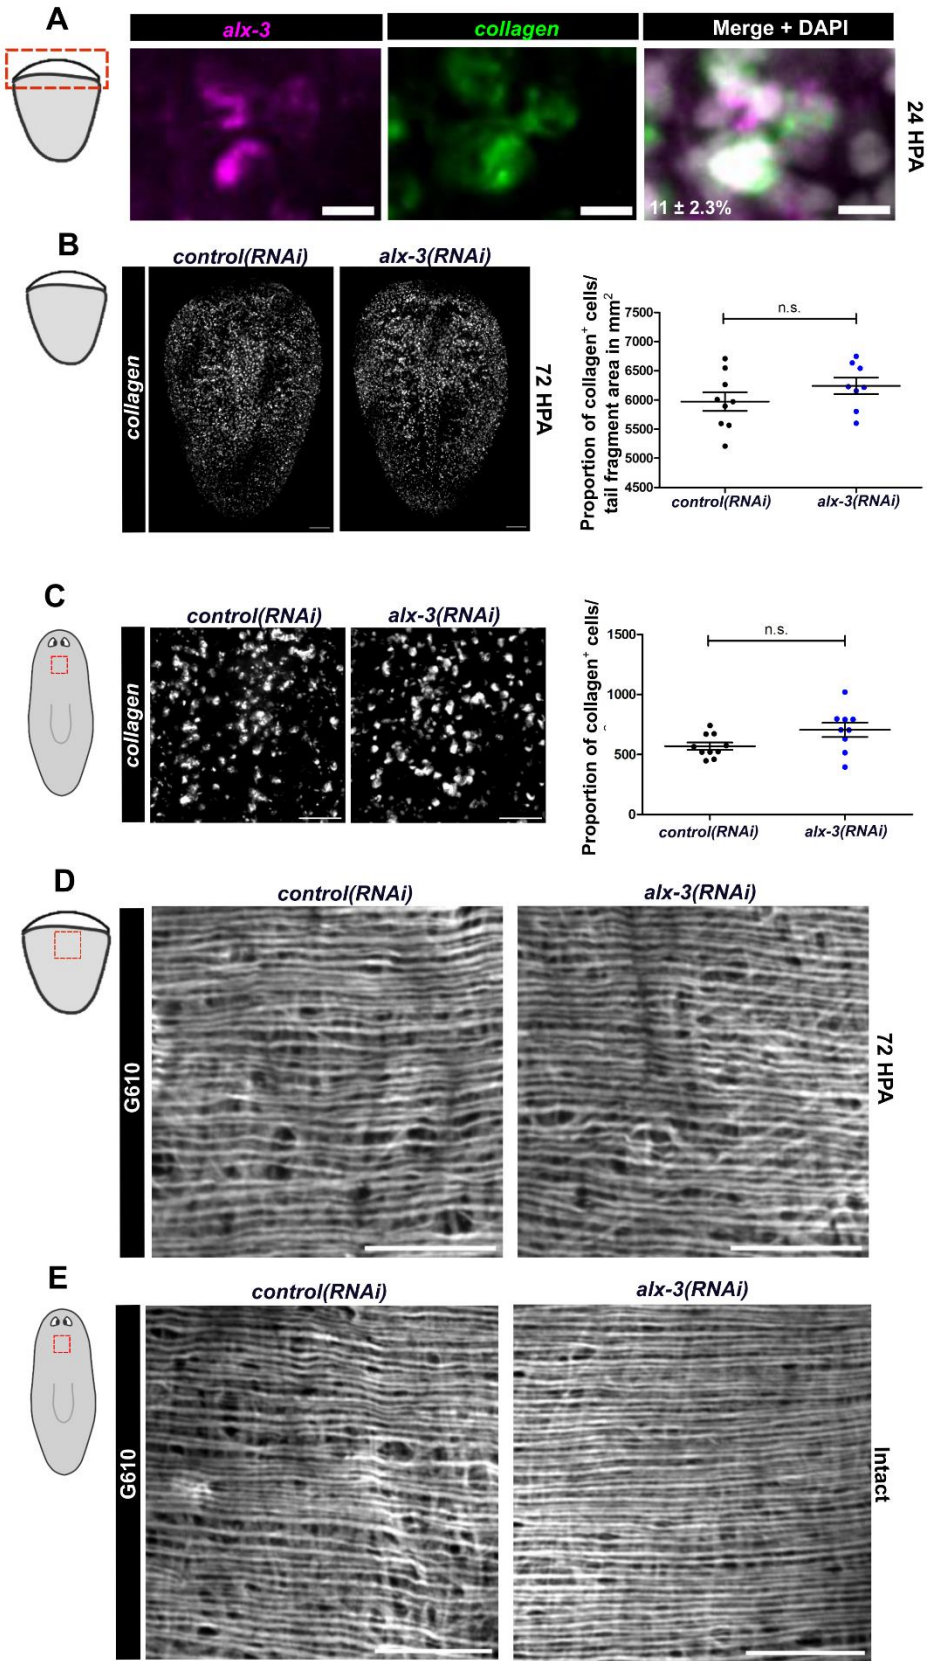

Fig. S9. *alx-3* is expressed in a subset of *collagen*⁺ muscle cells at 24HPA but *alx-3(RNAi)* does not affect the proportion of *collagen*⁺ cells or muscle fiber morphology.

(A) dFISH for *alx-3* and *collagen* at anterior-facing wound sites at 24HPA. Scale bars= 50µm.

(B) FISH for *collagen* in *alx-3(RNAi)* tail fragments at 72HPA. Scale bars= 50µm. Quantification of the proportion of cells that express *collagen* normalized to tail fragment area.

Quantifications are the mean $\pm$ 1 S.D.

(C) FISH for *collagen* in *alx-3(RNAi)* in intact animals. One square tile was imaged in the center of the animal posterior to the brain lobes. Scale bars= 50µm. Quantification of the proportion of cells that express *collagen* per image. Quantifications are the mean $\pm$ 1 S.D.

(D) Immunofluorescent staining of body wall muscle using the monoclonal antibody 6G10 in *alx-3(RNAi)* tail fragments at 72HPA. Scale bars= 50µm.

(E) Immunofluorescent staining of body wall muscle using the monoclonal antibody 6G10 in *alx-3(RNAi)* intact animals. One square tile was imaged in the center of the animal posterior to the brain lobes. Scale bars= 50µm.

Supplemental Figure 10

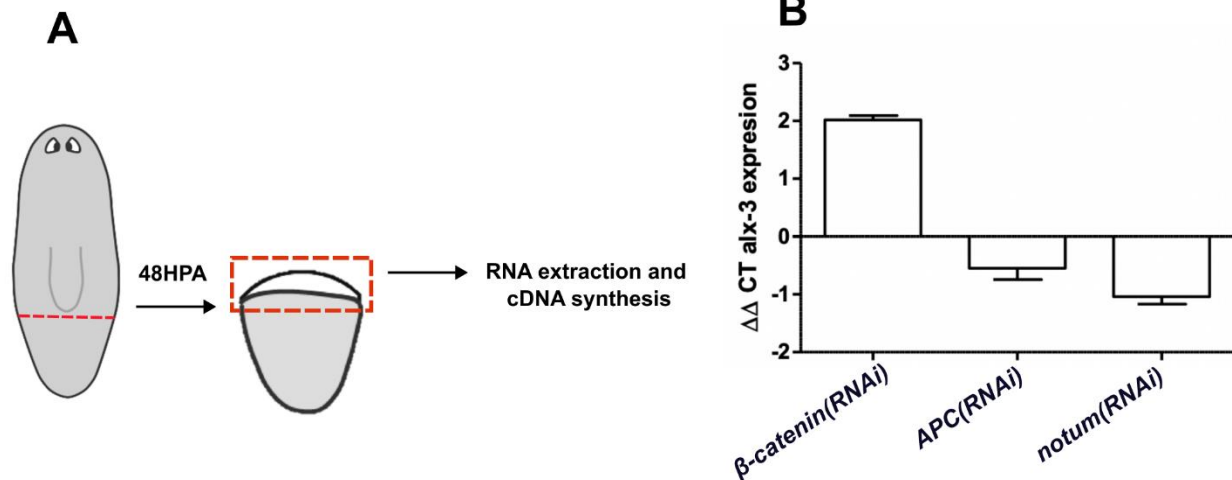

Fig. S10. qRT-PCR for *alx-3* at anterior-facing wound sites of β -catenin, APC, or notum RNAi tail fragments.

- (A) Schematic of the qTR-PCR experiment. *control(RNAi)*, β -catenin(RNAi), APC(RNAi), or *notum(RNAi)* animals were amputated posterior to the pharynx and regenerated for 48HPA. Approximately 0.5mm of tissue was collected from anterior-facing wound sites for RNA extraction and cDNA synthesis.
- (B) Quantification of qRT-PCR displaying $\Delta\Delta$ CT values of *alx-3* expression, using GAPDH as the housekeeping gene.

Table S1. Processed RNAseq data from control or *alx-3* RNAi whole tail fragments during 72 h of regeneration

[Click here to download Table S1](#)

How the deposited data were processed for this re-analysis (not part of the article)

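RNA was measured in 36 libraries from *alx-3(RNAi)* and *control(RNAi)* planarians, 3 per group at each of 6 time points: tail fragments at 0.5, 6, 24, 48 and 72 HPA, and intact animals. Animals in both groups had received 9 feedings with dsRNA, the control being *GFP*. The authors trimmed 50 bp paired reads with Trimmomatic 0.39, counted them per transcript with Salmon 1.4.0, and scaled the counts with DESeq2 1.30.1 separately for each time point. The signal the authors deposited is the normalized count per transcript and library. The header of the tables names the values RPKM, but the mean of each transcript equals the mean normalized count in the results table of the authors, so the values were read as normalized counts not divided by length. The authors also deposited a log2 fold change of *alx-3(RNAi)* over *control(RNAi)* and a p-value for each transcript and time point. Whole reads could not be recovered from the scaled values, so no count model was fitted.

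Values were transformed as log2(normalized count + 1) and the groups compared within each time point with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, two-sided). The tables held 63070, 62798, 59922, 62171, 62882 and 60764 transcripts at 0.5, 6, 24, 48 and 72 HPA and in intact animals. Transcripts with a normalized count of at least 10 in at least 3 of the 6 libraries were tested, which left 33258, 32840, 30736, 32366, 33399 and 32541. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05. Summed normalized counts per library ran from 50.9 to 70.9 M (median 58.5 M). Tests on data simulated from these libraries recovered 69.7%, 63.6%, 75.8%, 68.2%, 77.3% and 83.3% of transcripts changed by a log2 fold change of 2 at the 6 time points, 41.8%, 46.3%, 38.8%, 43.3%, 43.3% and 38.8% of those changed by 1, and 14.9%, 22.4%, 31.3%, 8.96%, 28.4% and 11.9% of those changed by 0.5. With no change simulated, 0 transcripts were called at each of them. Of simulated interaction differences of 2, 68% to 77.5% were recovered. In these simulations noise was drawn independently for each transcript and library. Shifts shared by many transcripts of a library were left out, so these rates need not hold for the real data.

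The difference of the *alx-3(RNAi)* effect between time points was tested with a limma interaction over the 12 libraries of a pair, for 6, 24 and 72 HPA against each other and each against intact animals. Shared calls were tested with Fisher's exact test and single measures with two-sided exact permutation tests. Groups of 3 libraries are too small for an outlier test, and none was made.

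No reference with gene names was used here. Gene names were taken from the 271 transcript IDs that hold one, and *alx-3* from the ID in the paper. Named genes are *alx-3*, each gene of Fig. 5B or of the text on the sequencing that the IDs name, the 10 named transcripts with the largest rise and the 10 with the largest fall at each time point among those called with all *alx-3(RNAi)* libraries on one side of all controls, and 4 unnamed transcripts called the same way at the most tail time points, with ties broken by the largest absolute mean log2 fold change over these. This rule, the tests, the lists of wound response and patterning genes (Fig. 5B) and of cell type markers, and the alternatives were chosen before the data were examined, apart from what is said here or at a result to have been added later. Lists of the Wnt pathway, anterior and posterior genes, the *prog* and *AGAT* families, the Hedgehog pathway, ciliary genes, the TGF-β pathway, neural transcription factors, nuclear hormone receptors, Mediator, DNA damage and cell death, pigment, chromatin, *spondin* and innate immune genes were drawn up from the IDs before any test was run. Lists with at least 3 members were tested with fry (directional and mixed) and camera (preset correlation of 0.01, and estimated correlation), 19 in all. Some genes are on several lists, so the lists are not independent of each other. The lists of muscle, pharynx and protonephridia markers and of housekeeping genes had no named member. *titin*, which the IDs name, is not on the list of muscle markers.

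Alternatives were a pseudocount of 0.5 or 5, no filter, a mean normalized count of at least 50, each library rescaled to the same total, quantile normalization, the p-values the authors deposited adjusted over the tested transcripts, one fit over all 36 libraries, a replicate block, an absolute log2 fold change of at least 1, and leaving out each library in turn. Leaving out ribosomal RNA before rescaling to the same total, and the alternatives for the *alx-3* level in controls (the same total, quantile normalization and leaving out each control library), were added after seeing the data. Reanalysis of the counts with a count model or with another scaling of whole counts was planned and not run, because whole reads were not recovered. Each grouping was compared with other splits of its libraries. The 200 transcripts with the highest ratio of intact to 24 HPA control levels were compared with 1000 random sets of like level. They served as an indirect measure of anterior tissue, since intact animals differ from 24 HPA tails in more than that. The rise of the *AGAT* family was set against 0.5 of that of the *prog* family by the medians over members in each library, with a t interval over libraries.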

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

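The tests chosen only after the results were seen were those of ribosomal RNA, of the summed *prog* counts, of the *AGAT* family beside the *prog* family, and of the second relabelling scheme, and what the planned other splits of the called counts would show was also written down only afterwards.

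The *alx-3(RNAi)* effect on several named genes differed between time points in the limma interaction test (log2 difference, first time point minus second, and adjusted p in brackets). *soxP-1* had a higher effect at 6 than at 24 HPA (0.90, 0.00333). Between 6 and 72 HPA the effect differed for *sp5* (−1.02, 0.0162), *tr5_12233* (−1.21, 0.00600), *wntP-2* (−1.02, 0.0183), *prog-1* (0.69, 0.0162), *runx-2* (−0.94, 0.0368), *Fzd-d* (−0.89, 0.0207), *soxP-1* (0.83, 0.0112) and *teashirt* (−0.77, 0.00378). Between 24 and 72 HPA it differed for *nhr-2* (−2.22, 0.0395), *soxP-3* (−0.61, 0.0204), *sp5* (−0.93, 0.0237), *DLL-2* (−0.64, 0.0346), *tr5_12233* (−1.21, 0.00496), *wntP-2* (−1.02, 0.0143), *FoxF1* (−0.41, 0.0400), *Fzd-d* (−0.92, 0.0143), *wnt11-1* (−0.59, 0.0461) and *teashirt* (−0.69, 0.00490). The effect in tails differed from that in intact animals for *runx-1* at 6 HPA (−1.64, 0.0458), *runx-2* at 24 HPA (1.22, 0.0315), and at 72 HPA for *rapunzel-1* (1.11, 0.0102), *sp5* (0.85, 0.0385), *albino* (0.62, 0.0161), *tr5_12233* (0.91, 0.0305), *mex3-3* (0.47, 0.0460), *runx-2* (1.17, 0.00579), *teashirt* (1.28, 0.0398) and *prog-2* (−1.29, 0.0385). In all, 2, 8 and 195 transcripts differed between intact animals and 6, 24 and 72 HPA.

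The libraries were relabelled within each time point in 100 ways, and chance was to be excluded where fewer than 5 gave as many calls. This bound was met for the 10 transcripts between 6 and 24 HPA (3 relabellings as large, the real one counted, highest other 3834) and for the 195 between 72 HPA and intact (2, highest 4639). The bound was not met for the 107 between 6 and 72 HPA (5, highest 6074), the 100 between 24 and 72 HPA (6, highest 5853), the 2 between 6 HPA and intact (16, highest 613) or the 8 between 24 HPA and intact (16, highest 3449). Relabellings that called several times the real count point to a structure of the samples, since reversing the labels of one time point adds 2 real effects together. Such relabellings do not stand for an equal effect at both times, so this test does not decide on chance in any of the comparisons. A second scheme that kept most real controls as controls, chosen after the first was seen, gave 3, 2, 1, 14, 11 and 1 as large for 6 against 24, 6 against 72, 24 against 72 HPA, and 6, 24 and 72 HPA against intact, with highest others of 26, 142, 22, 39, 87 and 63. That scheme met the same bound for the 3 comparisons among 6, 24 and 72 HPA and for 72 HPA against intact. It does not exclude chance either, because it was chosen afterwards and its relabelled libraries still mix the RNAi groups.

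Calls also appeared in samples that Fig. 5 of the paper does not report on, 675 at 0.5 HPA, 1123 at 48 HPA and 288 in intact animals. The 10 splits of 6 libraries are too few for a share under 0.05, and the highest other splits gave 236, 0 and 1 calls. The same holds at 6, 24 and 72 HPA, with 769, 2241 and 4371 calls and highest others of 17, 63 and 1. In each of the 6 cases 1 split, the real one, gave a count as large.

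Most called transcripts at 72 HPA were higher in *alx-3(RNAi)*, 79.96% of 4371. The excess did not lie in low transcripts, since the share was 91.2% among calls with a mean normalized count of at least 500 and 21.07% below 50. The median log2 fold change of tested transcripts also rose with level, being −0.19 below 50, 0.0033 from 50 to 500 and 0.14 from 500. A difference in depth could shift transcripts by level, so this test does not decide on it. The scaling by the authors may account for the excess, since it became 21.14% of calls with each library rescaled to the same total and 52.2% with quantile normalization. Named ribosomal RNA taking more of the counts is argued against, because a larger share for it leaves less for other transcripts. It held more of the counts in all 3 *alx-3(RNAi)* libraries (14.3 ± 0.896%, against 12.4 ± 0.312% in controls). With it left out before the same rescaling the share of higher calls was 29.0%. Its higher share there makes a rise from 21.14% expected whether or not it is the cause, so that value does not decide. The median log2 fold change of tested transcripts moved only from −0.20 to −0.17, against 0.00644 as the authors scaled the libraries. Ribosomal RNA without a name was not examined. A change in total RNA per fragment after *alx-3* knockdown was not tested.

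The *prog* family had median log2 fold changes above 0 at each of the 6 time points (0.41, 0.57, 0.36, 0.44, 0.49 and 0.59 from 0.5 HPA to intact), though in intact animals only 6 of 18 members were called and the list did not pass fry (adjusted p = 0.182) or camera with an estimated correlation (0.580), though it passed camera with a preset one (3.99e-11). Reads moved between the named members are argued against, as their summed count was higher in all 3 *alx-3(RNAi)* libraries at 6 of 6 time points (ratios 1.20 to 1.44, exact permutation p = 0.1, n = 3). Nearly all called members were higher, so a higher sum was largely given by the calls. Reads moved from similar transcripts without a name were not tested. The scaling is also argued against, since the median stayed above 0.2 under both rescalings at 6 of 6. A larger share of the whole epidermal lineage cannot be told apart from a change in the *prog* family alone, because the rise of the *AGAT* family lay below 0.5 of that of the *prog* family, beyond the interval over libraries, at only 2 of 6 time points, 0.5 and 24 HPA. That comparison used the authors' scaling. With each library rescaled to the same total the *AGAT* medians were −0.04, 0.09, −0.03, 0.22, 0.11 and 0.13, beside 0.32, 0.43, 0.28, 0.28, 0.28 and 0.51 for *prog*. No interval was computed for these. Whether *alx-3* knockdown changes the number or the expression of *prog* progenitors was not tested.

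Anterior genes were uneven between replicate tail libraries at 0.5 and 48 HPA. The scaling by the authors is argued against, because it would also shift random sets of like level, which spanned at most 0.144 and 0.168. After quantile normalization at least 96.2% of the span given below remained. That step could scarcely remove a shift of so few transcripts, so this test does not decide. Anterior tissue left in some tail fragments may account for the unevenness. The 200 transcripts with the highest ratio of intact to 24 HPA control levels moved together, among them *Hh*, *ndk*, *ndk-4*, *sfrp-1* and *wnt2-1*. Their median deviation spanned 1.48 at 0.5 HPA and 3.05 at 48 HPA on the log2 scale (highest of 1000 random sets 0.144 and 0.168). Whole intact animals differ from 24 HPA tails in more than anterior tissue, and most of the 200 have no name. Random sets of like level need not share a tissue, so exceeding them does not single out anterior tissue. The spans at 6, 24 and 72 HPA were 1.68, 1.71 and 1.04, the 24 HPA controls having served to choose the set. At 48 HPA the group means were 0.80 in controls, where replicate 3 stood at 2.12, and −0.72 in *alx-3(RNAi)*, the direction in which *mucin*, *wnt2-1* and *ndk-3* fell, and a difference between replicate animals was not tested.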

How the results depend on the processing

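None of the tests behind the results below was chosen after a result was seen, apart from the alternative that leaves out ribosomal RNA and those for the *alx-3* level in controls. The fall of *alx-3* kept its direction and its call in all 90 alternatives. Of 279 values of named transcripts, 228 to 279 were the same under the alternatives that kept all libraries and the filter, 193 to 253 without an *alx-3(RNAi)* replicate, and 189 to 210 of 274 without a control replicate. With no filter 267 of 279 were the same, and with a mean normalized count of at least 50, 257 of 261. Over all alternatives, 3544 values were the same, 582 lost their call, 15 gained one and 11 changed direction. The median log2 fold change of all transcripts was −0.12 at 6 HPA, −0.15 at 48 HPA and −0.20 at 72 HPA after rescaling to the same total, and −0.11, −0.12 and −0.17 with ribosomal RNA left out as well, against 0.0133, 0.00598 and 0.00644 as the authors scaled the libraries. Count models were planned and not run. The *alx-3* level in controls stayed within 1 SD of its value in 28 of 30 alternatives, and at 72 HPA rose from 1040.7 to 1121.9 normalized counts with each library rescaled to the same total and to 1098.8 with quantile normalization. The cause of the changes below was not tested.

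In the order 0.5, 6, 24, 48 and 72 HPA and intact, the transcripts called were 1541, 596, 3104, 2490, 5070 and 469 with each library rescaled to the same total (20.4%, 31.0%, 31.5%, 24.3%, 21.14% and 27.9% higher, beside 60.9%, 73.5%, 58.7%, 68.1%, 79.96% and 43.4%), 1041, 568, 2518, 1852, 3496 and 367 with quantile normalization (45.1%, 51.8%, 54.3%, 63.2%, 52.2% and 46.0% higher), and 1369, 561, 2847, 1979, 4487 and 422 with ribosomal RNA left out as well (24.0%, 36.01%, 38.9%, 37.6%, 29.0% and 35.1% higher). They were 1292, 1527, 2577, 1589, 4511 and 703 with the deposited p-values, 742, 1518, 1542, 2629, 4010 and 2216 with one fit over all 36 libraries, and 118, 119, 200, 338, 397 and 84 with an absolute log2 fold change of at least 1. Leaving out 1 library gave 191 to 2029, 260 to 1076, 924 to 2104, 362 to 1993, 1900 to 8212 and 77 to 5422.

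With a replicate block the counts were 1216, 1050, 1909, 1218, 3670 and 637, with 47.9% higher at 48 HPA. The numbers do not pair the libraries, and libraries that correlated best with their own number were 2, 2, 0, 0, 1 and 3 of 6. The replicate block moved shared calls to 524 (0.5 and 6 HPA), 377, 274, 336, 210 and 270 (intact with 0.5, 6, 24, 48 and 72 HPA), interaction calls to 5 (6 and 24 HPA), 4 and 3 (intact with 6 and 24 HPA), patterning calls to 1, 1, 1 and 2 at 0.5, 6, 24 and 48 HPA, and cell type calls at 48 HPA to 1. With the replicate block *wnt1* had adjusted p = 0.0511 at 24 HPA and 0.00689 at 6 HPA in limma.

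Called wound response genes went from 1 to 0 with the same total (6 and 48 HPA), quantile normalization (6 and 24 HPA) and one fit (24 and 48 HPA), and ranged from 0 to 1 without single libraries at 6, 24, 48 and 72 HPA. Patterning calls went from 0 to 1 with no filter at 6 HPA, from 2 to 1 with one fit at 24 HPA, and from 0 at 48 HPA to 2 (same total), 1 (deposited p-values) and 1 (one fit). Without single libraries they ranged from 0 to 1 at 0.5 and 6 HPA and in intact animals, 1 to 2 at 24 HPA and 0 to 2 at 48 HPA. Cell type calls went from 2 to 4 at 0.5 HPA (deposited p-values), from 5 to 8 (same total) and 9 (quantile) at 24 HPA, from 3 to 5 at 48 HPA (quantile) and from 2 to 6 in intact animals (one fit), and ranged without single libraries from 2 to 4, 3 to 6, 1 to 5, 4 to 9 and 1 to 9 at 0.5, 24, 48 and 72 HPA and intact.

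With no filter, Pearson's r of fold changes over the 15 pairs of time points, in the same order, was 0.134, 0.129, 0.185, 0.130, 0.162, 0.128, 0.177, 0.180, 0.152, 0.118, 0.146, 0.131, 0.155, 0.138 and 0.129, and Spearman's rho 0.172, 0.155, 0.203, 0.156, 0.188, 0.146, 0.194, 0.230, 0.181, 0.171, 0.156, 0.149, 0.238, 0.177 and 0.162. Quantile normalization moved shared calls to 435 (0.5 and 48 HPA), 315 (6 and 72 HPA), 959 (24 and 48 HPA) and 1165 (48 and 72 HPA), and interaction calls to 180 (6 and 72 HPA), 51 (24 and 72 HPA) and 23 (24 HPA and intact, 17 with no filter).

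Fold changes that reversed were *wntP-2* at 0.5 HPA (−0.00584) and *ets-1* at 72 HPA (−0.0161, from 0.19) with the same total and *notum* in intact animals with quantile normalization (0.0220). Without single libraries, *sfrp-1* at 6 HPA ranged from −0.43 to 0.21 (*alx-3(RNAi)* replicate 1), *wntP-2* at 6 HPA from −0.11 to 0.0635 (control replicate 2, 0.00691, and *alx-3(RNAi)* replicate 3), *sfrp-1* at 24 HPA from −0.26 to 0.10 (control replicates 2, 0.0202, and 3, 0.00733, and *alx-3(RNAi)* replicate 3), and *notum* in intact animals from −0.10 to 0.0902 (control replicate 3, 0.0687, and *alx-3(RNAi)* replicate 1). Of these only *ets-1* was called, and that call ended without control replicate 1 (0.20), control replicate 2 (0.20), control replicate 3 (0.17), *alx-3(RNAi)* replicate 1 (0.20) or *alx-3(RNAi)* replicate 3 (0.17).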

Differences from the paper's values

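The paper gives about 30 M reads per sample, and the summed normalized counts had a median of 58.5 M (SD 4.44 M, 36 libraries). The measures are not the same, reads on the one side and scaled counts per transcript on the other, and the paper does not say whether its depth counts reads or read pairs. With each library rescaled to the same total the median was 59.0 M, and this value was computed for no other alternative.

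The paper states that *wnt1* and *notum* were downregulated at each time point of Fig. 5B. Both were lower in the mean at 6, 24 and 72 HPA here. *notum* was called at 24 and 72 HPA but not at 6 HPA (−0.44, adjusted p = 0.120), and *wnt1* at 24 HPA but not at 6 HPA (−0.96, 0.0777) or 72 HPA (−0.64, 0.196). The paper states no threshold for these calls. In limma *wnt1* was called at 6 HPA with no filter (adjusted p = 0.0396), with a replicate block (0.00689) and without *alx-3(RNAi)* replicate 2 (−1.32, 0.00244), of alternatives that ran from 0.00244 to 0.266. No alternative called *notum* at 6 HPA or *wnt1* at 72 HPA. The deposited results of the authors give *notum* an adjusted p of 0.0494 at 6 HPA, which was 0.0824 when their p-values were adjusted over the tested transcripts, and *wnt1* one of 0.156 at 6 HPA.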

Other observations

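No test in this part was chosen after its result was seen, and no explanation was tested. *alx-3* was also low in the samples outside Fig. 5, with log2 fold changes of −1.30 (SE 0.126, adjusted p = 0.000148) at 0.5 HPA, −1.84 (SE 0.152, adjusted p = 3.80e-06) at 48 HPA and −2.08 (SE 0.102, adjusted p = 1.34e-05) in intact animals (n = 3 per group). In control libraries its normalized count was 695 ± 65.4 at 0.5 HPA, 1015 ± 187 at 48 HPA and 724 ± 44.1 in intact animals, to be read beside the other tail values only as a description, since each table was scaled by itself. At 0.5 HPA *prog-2* (1.08), *prog-1* (0.63), *ALAS* (0.58) and *PBGD-1* (0.45), both heme synthesis genes, rose, and *titin* (−1.15) and *lectin-like* (−3.06) fell, with adjusted p of 0.000363 to 0.00388. At 48 HPA *prog-2* (1.38), *lactb* (1.26), *ALAS* (0.81), *runx-2* (0.80), the Frizzled gene *Fzd-d* (0.74) and *tr5_12233* (0.72) rose, with adjusted p of 0.000129 to 0.00144. *lectin-like* rose at 48 HPA (1.93), a call that ended with one fit over all 36 libraries, as did that of *titin* at 0.5 HPA. All of these lay on one side of the controls in 3 of 3 *alx-3(RNAi)* libraries.

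In intact animals *prog-2* rose (1.74, SE 0.220, adjusted p = 0.00456) in each alternative. Most other calls in intact animals depended on single libraries: *prog-1* (0.72) lost its call without control replicate 2 (0.74), control replicate 3 (0.57), *alx-3(RNAi)* replicate 1 (0.70) or *alx-3(RNAi)* replicate 3 (0.66), and *runx-2* (−0.58) without control replicate 1 (−0.63), control replicate 2 (−0.47), control replicate 3 (−0.62), *alx-3(RNAi)* replicate 1 (−0.53) or *alx-3(RNAi)* replicate 3 (−0.62). Over all transcripts the 288 calls were 127, 77 and 88 without control replicates 1, 2 and 3, and 86, 5422 and 97 without *alx-3(RNAi)* replicates 1, 2 and 3. The 675 calls at 0.5 HPA were 2029 and 341 without control replicates 1 and 3, and 191 and 200 without *alx-3(RNAi)* replicates 1 and 3, and the 1123 calls at 48 HPA were 1993 without control replicate 3 and 362, 716 and 402 without *alx-3(RNAi)* replicates 1, 2 and 3. *notum* did not differ detectably in intact animals, with 116 ± 11.4 and 115 ± 14.9 normalized counts (log2 fold change −0.01, adjusted p = 0.980), and the paper states that uninjured animals kept their *notum*+ cells without *alx-3* (Fig. 6D).

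Outside Fig. 5 *wntP-2* was 0.31 at 48 HPA (adjusted p = 0.0883, and 0.0320 with the deposited p-values, of alternatives from 0.0320 to 0.329) and 0.09 at 0.5 HPA (adjusted p = 0.559). Without control replicate 3 *wntP-2* was called at 48 HPA (0.32). The stem cell gene *piwi-1* and *follistatin* passed at none of the 6 time points, with log2 fold changes of −0.09 to 0.24 and −0.21 to 0.23. The paper reports significantly fewer *follistatin*+ cells in *alx-3(RNAi)* tail fragments at 48 HPA, with its expression largely kept (Fig. S3). A count of stained cells is another measure than RNA of whole fragments. *delta-1* rose at 48 HPA (0.97, SE 0.237, adjusted p = 0.0323), but not with each library rescaled to the same total (0.81) or with one fit over all 36 libraries, nor without control replicate 1 (0.77), *alx-3(RNAi)* replicate 1 (1.11), *alx-3(RNAi)* replicate 2 (0.85) or *alx-3(RNAi)* replicate 3 (0.96) (adjusted p 0.00724 to 0.146 over all alternatives). *notum* at 48 HPA was −0.87 (adjusted p = 0.0993), and was called with each library rescaled to the same total (−1.03), with one fit over all 36 libraries and without control replicate 1 (−1.26), of alternatives from 0.000711 to 0.268.

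The falls at 48 HPA of *mucin* (−4.81, SE 0.730, adjusted p = 0.00166, 188 ± 226 normalized counts in controls), *VonWillebrandfactor* (−2.74) and a *spondin* transcript (smed012475, −3.09) came with the uneven set described above, and the largest value in each was that of control replicate 3. The *VonWillebrandfactor* call ended without *alx-3(RNAi)* replicate 3 (−2.31) and the *spondin* call without *alx-3(RNAi)* replicate 3 (−3.17). *wnt2-1* (−0.83) and *ndk-3* (−0.83) lost their calls without *alx-3(RNAi)* replicate 1 (−0.81), *alx-3(RNAi)* replicate 2 (−0.83) or *alx-3(RNAi)* replicate 3 (−0.86), and without *alx-3(RNAi)* replicate 1 (−0.88), *alx-3(RNAi)* replicate 2 (−0.78) or *alx-3(RNAi)* replicate 3 (−0.83), respectively.

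Several other named calls ended when 1 library was left out. At 0.5 HPA these were *CCD-like* (−1.05), without control replicate 1 (−0.92), control replicate 2 (−1.07), control replicate 3 (−1.17), *alx-3(RNAi)* replicate 1 (−0.94) or *alx-3(RNAi)* replicate 3 (−1.03), *activin* (0.51), without *alx-3(RNAi)* replicate 1 (0.47) or *alx-3(RNAi)* replicate 3 (0.49), and *mex3-3* (−0.31), without control replicate 2 (−0.31), control replicate 3 (−0.28), *alx-3(RNAi)* replicate 1 (−0.29), *alx-3(RNAi)* replicate 2 (−0.33) or *alx-3(RNAi)* replicate 3 (−0.31). At 6 HPA it was *LOXL2* (0.61), without control replicate 1 (0.60), control replicate 2 (0.56), control replicate 3 (0.66), *alx-3(RNAi)* replicate 1 (0.49) or *alx-3(RNAi)* replicate 3 (0.61). At 24 HPA they were *CCD-like* (−1.39), without control replicate 2 (−1.11), control replicate 3 (−1.28), *alx-3(RNAi)* replicate 1 (−1.24), *alx-3(RNAi)* replicate 2 (−1.40) or *alx-3(RNAi)* replicate 3 (−1.51), *prog-1i* (−0.88), without control replicate 1 (−0.93), control replicate 2 (−0.92), control replicate 3 (−0.79) or *alx-3(RNAi)* replicate 1 (−0.96), *nhr-21* (−0.67), without control replicate 1 (−0.63), control replicate 2 (−0.64), control replicate 3 (−0.73), *alx-3(RNAi)* replicate 1 (−0.54) or *alx-3(RNAi)* replicate 2 (−0.61), *nhr-23* (−0.59), without control replicate 1 (−0.53), control replicate 3 (−0.52), *alx-3(RNAi)* replicate 1 (−0.55) or *alx-3(RNAi)* replicate 2 (−0.57), and *innexin-1* (−0.45), without control replicate 1 (−0.46), control replicate 2 (−0.44) or control replicate 3 (−0.45). At 72 HPA they were *TCF-3* (−0.98), without control replicate 1 (−1.01), control replicate 2 (−0.98) or control replicate 3 (−0.96), a *spondin* transcript (smed009579, −1.30), without control replicate 1 (−1.33), control replicate 2 (−1.14), control replicate 3 (−1.43), *alx-3(RNAi)* replicate 1 (−1.15) or *alx-3(RNAi)* replicate 3 (−1.19), and *PAX6-2* (−0.70), without control replicate 1 (−0.76), control replicate 2 (−0.72), control replicate 3 (−0.62), *alx-3(RNAi)* replicate 1 (−0.72) or *alx-3(RNAi)* replicate 3 (−0.50).

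In the directional test of fry the epidermal markers and the *prog* family passed at 0.5 HPA (adjusted p = 0.0176 and 0.0202, with 2 of 6 and 10 of 18 higher) and at 48 HPA (0.0257 for each, with 3 of 6 and 10 of 18 higher), and the *AGAT* family at 48 HPA (0.0398, 2 of 5 higher). The epidermal markers share members with both families. In camera with an estimated correlation none of them passed (adjusted p = 0.273 for both lists at 0.5 HPA and 0.367 for the 3 lists at 48 HPA). In intact animals none of the 19 lists passed the directional test of fry (lowest adjusted p = 0.182), its mixed test (0.0541) or camera with an estimated correlation (0.580). In camera with a preset correlation of 0.01, 7 passed, among them the *prog* family (3.99e-11), the epidermal markers (2.64e-05), the *AGAT* family (0.00966) and the neural transcription factors (0.0152). At 0.5 and 48 HPA 6 and 11 lists passed the mixed test, and 6 and 8 camera with the preset correlation. Adjusted over the list alone, 4, 5 and 5 of the 6 epidermal markers and 2, 0 and 1 of the 8 neoblast markers were higher at 0.5 HPA, 48 HPA and intact. The list median and the test differed in sign for the DNA damage genes at the 3 of these, for the TGF-β pathway at 0.5 and 48 HPA, and for chromatin genes at 0.5 HPA.

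Over all 5 tail time points 144 transcripts were called higher and 50 lower, and of these 46 and 44 were called the same way in intact animals. Many transcripts tie in their number of calls. Of the unnamed ones called at all 5 tail time points, the 2 rises and 2 falls with the largest mean log2 fold change over these were SmedASXL_011551 (log2 fold changes 3.05 to 3.54) and SmedASXL_011785 (0.94 to 1.95), which rose, and SmedASXL_006059 (−3.47 to −2.64) and SmedASXL_079289 (−3.08 to −2.67), which fell, each at all 6 time points. SmedASXL_011785 lost its call at 6 HPA without control replicate 3 (1.37) or *alx-3(RNAi)* replicate 1 (1.12), and in intact animals without control replicate 3 (0.97), *alx-3(RNAi)* replicate 1 (1.11) or *alx-3(RNAi)* replicate 3 (1.13). In the deposited results of the authors 1585, 1884, 2911, 1823, 5075 and 837 transcripts have an adjusted p under 0.05 at 0.5, 6, 24, 48 and 72 HPA and in intact animals, and 640, 739, 2125, 1015, 4043 and 274 of these were also called here, with the same sign. The fold changes correlated across transcripts, which are not independent replicates, with Pearson's r of 0.967 to 0.981.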
